# Microbiota-induced tissue signals regulate ILC3-mediated antigen presentation

**DOI:** 10.1038/s41467-020-15612-2

**Published:** 2020-04-14

**Authors:** Frank Michael Lehmann, Nicole von Burg, Robert Ivanek, Claudia Teufel, Edit Horvath, Annick Peter, Gleb Turchinovich, Daniel Staehli, Tobias Eichlisberger, Mercedes Gomez de Agüero, Mairene Coto-Llerena, Michaela Prchal-Murphy, Veronika Sexl, Mohamed Bentires-Alj, Christoph Mueller, Daniela Finke

**Keywords:** Interleukins, Innate lymphoid cells, T cells, Mucosal immunology

## Abstract

Although group 3 innate lymphoid cells (ILC3s) are efficient inducers of T cell responses in the spleen, they fail to induce CD4^+^ T cell proliferation in the gut. The signals regulating ILC3-T cell responses remain unknown. Here, we show that transcripts associated with MHC II antigen presentation are down-modulated in intestinal natural cytotoxicity receptor (NCR)^−^ ILC3s. Further data implicate microbiota-induced IL-23 as a crucial signal for reversible silencing of MHC II in ILC3s, thereby reducing the capacity of ILC3s to present antigen to T cells in the intestinal mucosa. Moreover, IL-23-mediated MHC II suppression is dependent on mTORC1 and STAT3 phosphorylation in NCR^−^ ILC3s. By contrast, splenic interferon-γ induces MHC II expression and CD4^+^ T cell stimulation by NCR^−^ ILC3s. Our results thus identify biological circuits for tissue-specific regulation of ILC3-dependent T cell responses. These pathways may have implications for inducing or silencing T cell responses in human diseases.

## Abstract (web summary)

Group 3 innate lymphoid cells (ILC3s) promote T cell activation in the spleen but suppress it in the gut. Here, the authors show that this distinct regulation is mediated by gut microbiota-induced IL-23 and IFN-γ, respectively, and, along with the article by Rao et al, this work elucidates how cytokines set context specificity of ILC-T cell crosstalk by regulating ILC antigen presentation.

## Introduction

ILC3s are primarily tissue-resident cells, which rapidly respond to infections and inflammation by cytokine secretion. They express and depend on the transcription factor RAR-related orphan receptor gamma t(RORγt)^1,2^ and can be subdivided into natural cytotoxicity receptor (NCR)^+^ and NCR^−^ cells^3^. Similar to T helper (TH)22 and TH17 cells, ILC3s secrete interleukin (IL)-22 and IL-17^4–6^ and play a role in defense against *Citrobacter rodentium* infection and in tissue regeneration^7–11^. In addition to their function as early cytokine producers, recent analysis has revealed that ILC3 subsets can present antigen (Ag) to CD4^+^ T cells, but the quality and strength of T-cell response is tissue-dependent^12–14^. How ILC3-T-cell responses are regulated remains poorly defined.

In adults, ILC3s are abundant in mucosal tissues, e.g., the small intestine (SI) and colon, and mucosa-associated lymphoid organs^3,15^. In addition, ILC3s are found in the spleen (SP) and peripheral lymph nodes^6,15^. It is now increasingly recognized that ILCs exhibit heterogenous phenotypes across different tissues^16–19^. The exposure to environmental signals including microbial and nutrient-derived metabolites has been suggested to be relevant for the regulation of IL-22 and IL-17 responses of intestinal ILC3s^7,20–23^. The nature of signals that regulate Ag presentation and T-cell stimulation by ILC3s, however, is largely unknown. Moreover, data on a direct comparison of ILC3s among different organs are limited and often based on a sorting strategy not considering subsets. Single-cell transcriptome profiling of SI ILCs revealed that major histocompatibility complex (MHC) class II (MHC II) is mainly found in a NCR^−^ ILC3 subset that lacks the T-box transcription factor T-bet (encoded by *Tbx21*) and is only partially overlapping with IL-22-producing ILC3s^20^. In the SP, Ag-presenting NCR^−^ ILC3s elicit specific CD4^+^ T-cell responses and support the maintenance of CD4^+^ memory T cells^14,24^. In the SI, however, MHC II^+^ ILC3s are considered as negative regulators of commensal bacteria-specific CD4^+^ T-cell responses^12,13,25^. A central question that has not been addressed concerns the tissue-specific signals that regulate the capacity of ILC3 subsets to present Ag to CD4^+^ T cells.

We demonstrate here that NCR^−^ ILC3s isolated from the SP and the SI of mice have a fundamentally distinct transcriptional signature. SP NCR^−^ ILC3s harbor MHC II^+^ ILC3s with the capacity to elicit cognate CD4^+^ T-cell responses. In contrast, the majority of SI NCR^−^ ILC3s lack MHC II and fail to induce T-cell proliferation. This is due to the fact that the gut microbiota and IL-23 inhibit the expression of MHC II on ILC3s via pathways engaging mammalian target of rapamycin complex 1 (mTORC1) and signal transducer and activator of transcription 3 (STAT3). On the contrary, interferon γ (IFN-γ) enhances the expression of MHC II on ILC3s in the SP. Finally, we show that the functional inhibition of ILC3s by the SI environment is reversible both in vitro and in vivo. Together our data uncover the basic molecular requirements of ILC3s to control T-cell responses and highlight the role of the local environment in shaping tissue-specific ILC3-T-cell interactions.

## Results

### SP and SI ILC3s have a different transcriptional signature

SP and SI ILC3s differ in their capacity to induce Ag-dependent CD4^+^ T-cell responses^12,14^. To study the tissue-specific regulation of SP vs. SI NCR^−^ ILC3 transcriptional programs, we profiled the transcriptome of the two subsets. To this end, lin^−^CD117^+^Thy1.2^+^eYFP^+^ cells from SP and SI of *RORc(γt)-Cre*^*tg*^ *Rosa26R*^*eYFP/+*^ (*Rorγt*^*fm+*^) mice were sort-purified and subjected to RNA-sequencing (Supplementary Fig. 1a). The principal component analysis (PCA) of SP and SI NCR^−^ ILC3s revealed a different transcriptional profile of the two subsets (Fig. 1a). A total set of 1286 genes was differentially expressed with specific signature of SP and SI ILC3s for genes encoding transcription factors (e.g., *Epas1*, *Arnt2*, or *Runx1t1*), cytokines (e.g., *Il22* and *Il17a*) and genes involved in IL-23, hypoxia, or IFN-α responses (Fig. 1b, c, Supplementary Fig. 1b, c). Importantly, transcripts relevant for MHC II-dependent Ag presentation and costimulation (e.g., *H2-Aa*, *H2-Ab*, *Cd74*, *Cd80*, *Cd86,* and *Ctse*) were enriched in SP ILC3s (Fig. 1d). Flow cytometry analysis confirmed the enhanced expression of MHC II, CD80, and CD86 of SP NCR^−^ ILC3s (Fig. 1e). A subset of naive MHC II^+^ and MHC II^−^NCR^−^ ILC3s produced IL-22 (Supplementary Fig. 1d). In line with previous publications only the C-C chemokine receptor type 6 (CCR6)^+^ subset of NCR^−^ ILC3s expressed MHC II (Supplementary Fig. 1d)^12,20^.

**Fig. 1:**
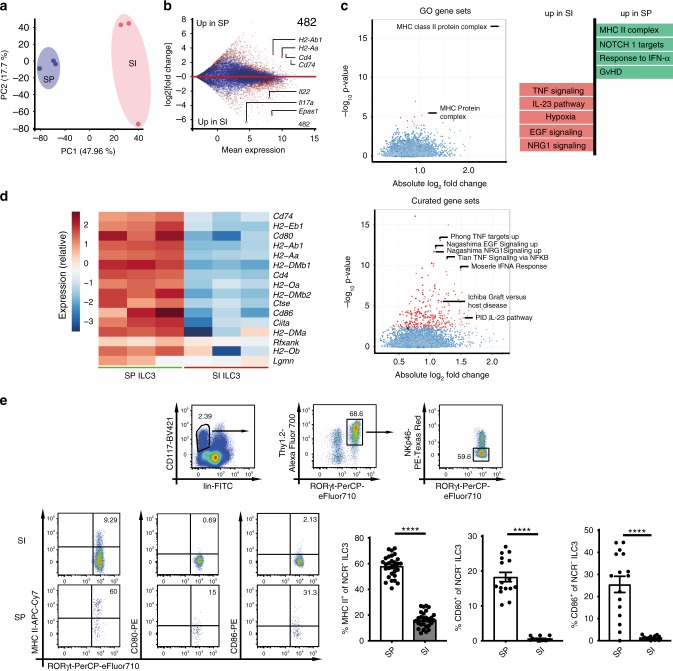
SP and SI NCR^−^ ILC3s exhibit a different transcriptional signature. **a** PCA of RNA sequencing data of SI and SP NCR^*−*^ ILC3s isolated from *Rorγt*^*fm+*^ mice. Cells were sort-purified as depicted in Supplementary Fig. 1a. **b** Mean expression and log 2(fold change) of all detected genes. Genes with a significant difference are highlighted in red (FDR < 0.05). Numbers indicate the total amount of genes significantly higher expressed (log2(fold change)>1.5) in SP ILC3s or SI ILC3s. **c** Gene set enrichment analysis of gene ontology (GO) and curated gene sets. Gene sets with a significant difference are highlighted in red (FDR < 0.05). **d** Heatmap of genes associated with MHC II Ag presentation. **e** CD117^+^lin^*−*^Thy1.2^+^RORγt^+^NKp46^*−*^ ILC3s were analyzed for surface expression of MHC II (*n* = 29(SP) and *n* = 27(SI) mice), CD80 (*n* = 16(SP) and *n* = 14(SI) mice), and CD86 (*n* = 16(SP) and *n* = 14(SI) mice). Six to eight independent experiments. Each symbol represents a sample and the bar graph represents the mean ± s.e.m. ****P ≤ 0.0001, calculated with unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data File.

### SP and SI ILC3s differ in their capacity to activate T cells

As transcripts required for Ag presentation were enriched in SP ILC3s, we measured the capacity of activated SP and SI ILC3s to process and present Ag and to induce CD4^+^ T-cell activation and proliferation. SP and SI NCR^−^ ILC3s from *Rag2*^*−/−*^ mice (Supplementary Fig. 2a, b) and bone marrow-derived dendritic cells (BMDCs) as positive control were stimulated with IL-1β and cultured in the presence of Ovalbumin (Ova) protein or peptide with Ova-specific T-cell receptor (TCR) transgenic CD4^+^ T cells (*OT-II*^*tg*^ CD4^+^ T cells). Pre-activation of Ag-presenting cells (APCs) was chosen to simulate immunogenic conditions under which T-cell responses toward foreign Ag are elicited in vivo. IL-1β boosts the capacity of SP ILC3s to induce T-cell responses in vitro by upregulation of CD80, CD86 and MHC II^14^. IL-1β also induced the expression of *Tnfsf4* and its product OX40L by SP and SI ILC3s (Supplementary Fig. 2c, d).

In the presence of either Ova protein or peptide SP NCR^−^ ILC3s induced significant CD69 upregulation and proliferation of *OT-II*^*tg*^ CD4^+^ T cells (Fig. 2a, b). Only a weak T-cell proliferation was observed with SI ILC3s and Ova protein, whereas almost 50% of T cells proliferated with Ova peptide. The observed difference between SP and SI NCR^−^ ILC3s might be explained by two potential mechanisms: (I) SI NCR^−^ ILC3s are less efficient at Ag uptake and processing and/or (II) NCR^−^ ILC3s with properties of APCs are enriched in the SP. The finding that a higher percentage of freshly isolated SP NCR^−^ ILC3s expressed MHC II, CD80, and CD86 as compared with SI NCR^−^ ILC3s (Fig. 1e) supports the latter hypothesis. To explore this further, we studied the protein processing capacity of MHC II^+^ and MHC II^−^ NCR^−^ ILC3s from the SI and the SP (Fig. 2c). For this purpose, ILC3s from *Rag2*^*−/−*^ mice were cultured with Eα-GFP protein. Eα-peptide presented by MHC II molecules was detected by staining with the antibody clone YAe. As expected the YAe antibody did not stain MHC II^−^ ILC3s. Interestingly, comparable frequencies of SI and SP MHC II^+^ NCR^−^ ILC3s presented the Eα peptide. Sort-purified SP and SI MHC II^+^ ILC3s were also equally efficient at inducing T-cell activation and proliferation in the presence of Ova protein (Fig. 2d and Supplementary Fig. 2e). MHC II^−^ SP ILC3s were superior of MHC II^−^ SI ILC3s at inducing T-cell activation, most likely because IL-1β stimulation induced MHC II expression in MHC II^−^-sorted SP ILC3s, but not in SI ILC3s (Supplementary Fig. 2f)^14^. Together these data demonstrate that both SP and SI harbor a MHC II^+^ ILC3 subset that equally processes and presents Ag and induces proliferation of CD4^+^ T cells. Furthermore, this subset is significantly enriched in SP NCR^−^ ILC3s ex vivo and after in vitro stimulation with IL-1β.

**Fig. 2:**
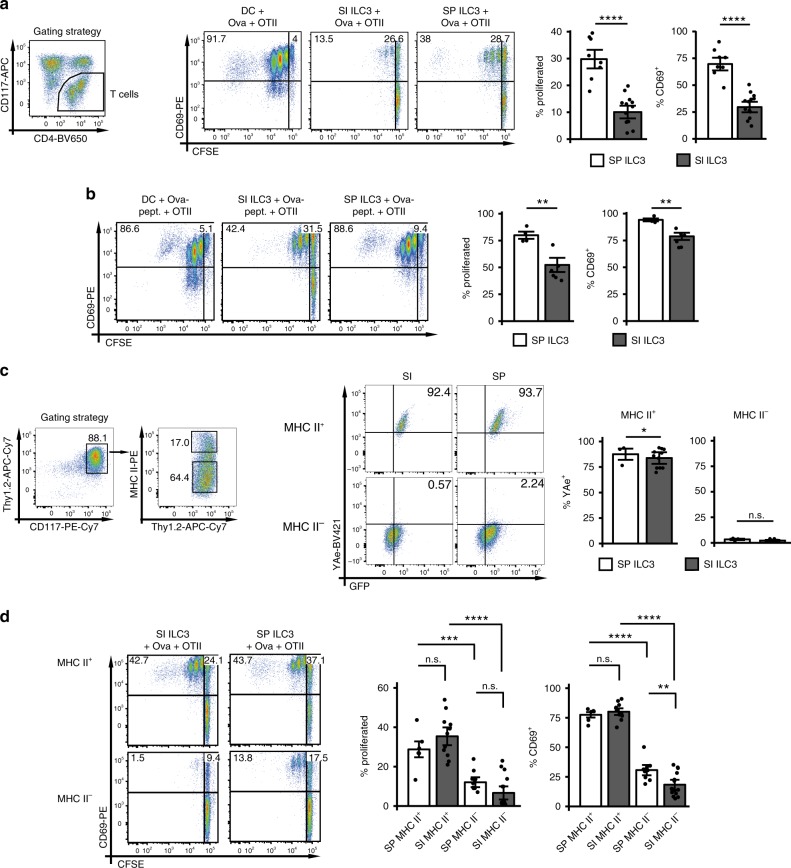
SP and SI NCR^−^ ILC3s differ in their capacity to stimulate CD4^+^ T cells. Naive CFSE-labeled *OT-II*^*tg*^ CD4^+^ T cells were cultured either with 5 × 10^4^ BMDCs, SP or SI ILC3s (*Rag2*^*−/−*^) pre-activated with IL-1β, in the presence of Ova protein (**a**) or peptide (**b**) for 72 h. ILC3s were sorted as depicted in Supplementary Fig. 2a. T cells were gated as CD3^+^ or CD117^−^. In (**a**), *n* = 8 (SP) and *n* = 13 (SI) distinct samples. Six independent experiments. In (**b**), *n* = 4 (SP) and *n* = 6 (SI) distinct samples. Three independent experiments. **c** SP or SI ILC3s (*Rag2*^*−/−*^) were cultured with Eα-GFP protein for 72 h. ILC3s were sorted as depicted in Supplementary Fig. 2a. Surface presentation of Eα peptide was analyzed by flow cytometry with antibody clone YAe. ILC3s were gated either on MHC II^+^ or MHC II^−^CD117^+^Thy1.2^+^ cells (gating strategy is depicted for SI ILC3s). *n* = 3 (SP) and *n* = 11 (SI) distinct samples of three independent experiments. **d** MHC II^+^ (*n* = 6 (SP) and *n* = 11 (SI) distinct samples) and MHC II^−^ (*n* = 10 (SP) and *n* = 15 (SI) distinct samples) ILC3s from SP and SI (*Rag2*^*−/−*^) were stimulated with IL-1β and used for T-cell stimulation in the presence of Ova protein. Five independent experiments. ILC3s were sorted as depicted in Supplementary Fig. 2a, e. T cells were gated as CD3^+^ or CD117^−^. Each symbol represents a sample and the bar graph represents the mean ± s.e.m. n.s., not significant; *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001, calculated with mixed-effects models (two-sided) using lmerTest. Source data are provided as a Source Data File.

Since Ova protein pulsed DCs exceeded ILC3s in their capacity to induce T-cell proliferation (Fig. 2a, b), we asked whether DCs and ILC3s also differ in the quality of T-cell responses. Therefore, the cytokine production of *OT-II*^*tg*^ CD4^+^ T cells in co-cultures with pre-activated DCs, SP ILC3s and SI ILC3s was measured. T cells stimulated with ILC3s produced less IFN-γ and more TNF (Supplementary Fig. 2g) as compared with co-cultures with Ag-pulsed DC. The IL-22 secretion of T cells was comparable when ILC3s or DCs were added as APCs (Supplementary Fig. 2g).

It has been previously reported that naive SI ILC3s induce T-cell death of commensal bacteria-specific T cells at steady state^13^. We therefore performed a SI ILC3-CD4^+^ T cell assay and incubated T cells with Annexin V which stains apoptotic cells. The percentage of Annexin V^+^ *OT-II*^*tg*^ CD4^+^ T cells after co-culture with IL-1β-pre-activated SI ILC3s and Ova Ag was reduced as compared with controls without Ova (Supplementary Fig. 2h). It is hence possible that the activation state and the type of Ag determine the effect of ILC3s on T-cell death.

### Tissue localization determines the APC phenotype of ILC3s

To analyse whether the APC properties of ILC3s are fixed or can be altered by environmental signals, SP and SI ILC3s from *Rorγt*^*fm+*^*Rag2*^*−/−*^ mice were adoptively transferred into *Rag2*^*−/−*^*Il2rg*^*−/−*^ mice. Five weeks after transfer, eYFP^+^ donor ILC3s isolated from the SP and the SI of recipient mice were analyzed for the expression of CD80, CD86, CD74, and MHC II. There was no tissue-origin-specific bias of ILC3s homing to SP and SI. Importantly, SP donor ILC3s isolated from the SI of recipients had down-modulated CD80, CD86, CD74, and MHC II (Fig. 3a). Conversely, SI donor ILC3s isolated from the SP of recipients had upregulated these molecules (Fig. 3b). Similar results were obtained 7 days after adoptive transfer of total splenocytes or intestinal lymphocytes into *Rag2*^*−/−*^*Il2rg*^*−/−*^ mice (Supplementary Fig. 3a, b). In addition, the retention marker CD69 was downregulated in SI ILC3s after migration to the SP and upregulated in SP ILC3s after migration to the SI.

**Fig. 3:**
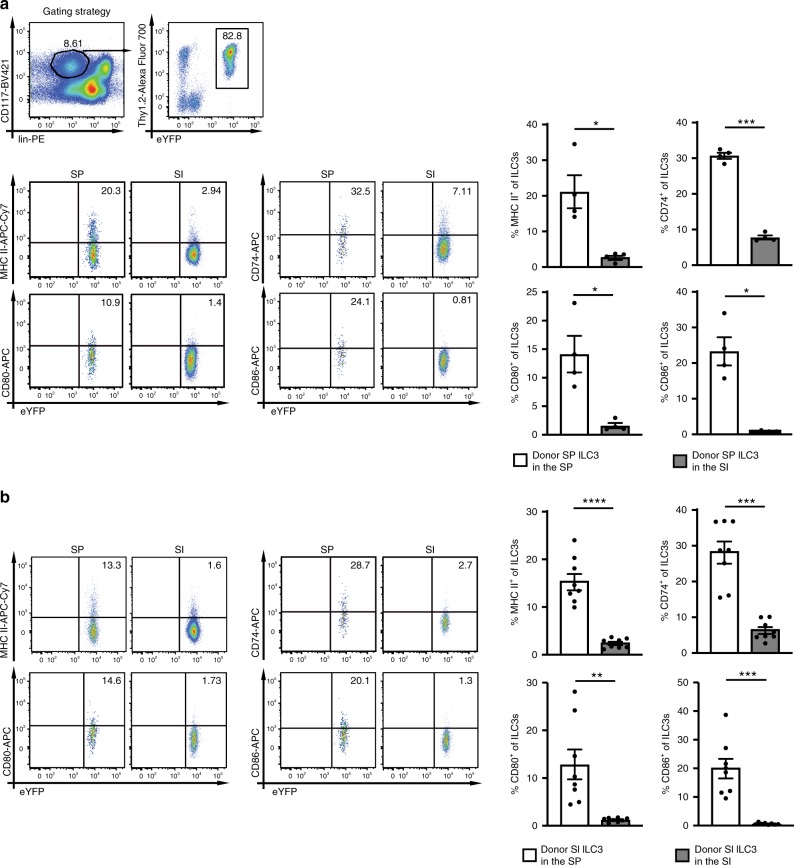
The tissue localization determines the frequency of ILC3s with an APC phenotype. SP ILC3s (**a**) or SI ILC3s (**b**) from *Rorγt*^*fm+*^*Rag2*^*−/−*^ mice were i.v. injected into *Rag2*^*−/−*^*Il2rg*^*−/−*^ mice. Cells were sort-purified as depicted in Supplementary Fig. 1a. Five weeks after transfer the expression of MHC II, CD80, CD86, and CD74 on donor derived ILC3s in the SP and SI of recipient mice was analyzed. ILC3s were gated as depicted in (**a**). **a** *n* = 4 distinct samples of four independent experiments and **b** *n* = 8 distinct samples of five independent experiments. Each symbol represents a sample and the bar graph represents the mean ± s.e.m. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001, calculated with two-tailed paired Student’s *t* test. Source data are provided as a Source Data File.

In order to test if retention or survival of MHC II^+^ ILC3s was superior in the SP, SI CD45.1^+^MHC II^−^ and SI eYFP^+^MHC II^+^ ILC3s were injected into *Rag2*^*−/−*^*Il2rg*^*−/−*^ mice (Supplementary Fig. 3c, d). Five weeks later the two donor cell subsets were discriminated by anti-CD45.1 staining and eYFP. The input ratios of donor ILC3 subsets did not differ from the ratios in recipient SP. This strongly suggests that MHC II^+^ and MHC II^−^ ILC3s were comparable in retention or survival in the SP (Supplementary Fig. 3d). In line with previous results MHC II^+^ ILC3s lost MHC II expression in the intestine and MHC II^−^ ILC3s gained MHC II expression in the SP (Supplementary Fig. 3e).

Altogether the SI environment suppressed the expression of molecules required for MHC II Ag presentation and T-cell activation. Our data suggest that NCR^−^ ILC3s exhibit certain plasticity and that tissue-specific factors condition the capacity of ILC3s to act as APCs for CD4^+^ T cells.

### In vitro culture reverses functional polarization of ILC3s

Our in vivo data showed that SI NCR^−^ ILC3s, when migrating to the SP, upregulated molecules required for Ag presentation and activation of CD4^+^ T cells. 

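ILC3s of *Rag2*-/- mice, which lack T and B cells, were profiled by RNA sequencing in 8 libraries. The SP and SI ILC3s sequenced freshly after isolation (ex vivo) gave 3 libraries per tissue. SI ILC3s cultured for 7 days gave 2 libraries. The culture medium held IL-7 at 30 ng/mL, stem cell factor (SCF) at 20 ng/mL and 5% of a supernatant containing IL-2. Cells were sorted as CD117+Thy1.2+ and negative for KLRG1 and for lineage markers of T cells, B cells, myeloid cells, erythroid cells and NK cells (NK1.1). The sample labels give an age of 8 to 12 weeks for the mice, and the paper gives 8 to 13 weeks. Libraries carry the replicate letters A, B and C, of which the cultured group has A and C. The methods state that pools of mice entered the test as a covariate, but neither the paper's text nor the labels say that a letter marks a pool. They also state that biological replicates were generated, without saying which libraries came from separate mice, so that p-values here measure the spread between these libraries.
Reads were mapped by the authors to mm9 with STAR and counted per RefSeq gene with QuasR, as reads starting in any annotated exon. The table used here holds these counts, not normalized, for 23427 genes. Total counts were 23210532, 23482177 and 24713383 in the SP libraries, 31742766, 20139843 and 23568231 in the SI ex vivo libraries, and 37010036 and 39257291 in the cultured libraries. Between 14887 and 15452 genes had a count in the SP libraries and 14703 or 15020 in the cultured libraries, against 10155 to 12693 in the SI ex vivo libraries. The spread between libraries differed in the same way. The common biological coefficient of variation from edgeR within a group was 1.52 for SI ex vivo, 0.423 for SP and 0.409 for cultured SI ILC3s. Expression is given as CPM, the counts scaled to a common library size after TMM normalization. Groups were compared with edgeR's quasi-likelihood test over the 14059 genes kept by its expression filter, with all 8 libraries and the replicate letter in a single model. Genes with an adjusted p under 0.05 and a log2 fold change of at least 1.5 in size, the limits of the paper's methods, were counted as differentially expressed.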

To further explore their plasticity, sort-purified SI ILC3s from *Rag2*^*−/−*^ mice were cultured with IL-2, IL-7, and stem cell factor (SCF) for 7 days and used for RNA sequencing, flow cytometric analysis and stimulation of *OT-II*^*tg*^ CD4^+^ T cells. PCA of RNA sequencing data showed that samples from cultured SI ILC3s clustered with freshly isolated (ex vivo) SP ILC3 samples (Fig. 4a). 

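Across 14059 genes, cultured SI ILC3s lay closer to SP ILC3s than to SI ILC3s ex vivo. Their mean Euclidean distance on log2 CPM was 204.9 to the SP libraries and 420.2 to the SI ex vivo libraries, a ratio of 2.05. The ratio was 2.042 for cultured library A and 2.059 for C, against the same ex vivo libraries. It ran from 1.87 to 2.32 with 1 library left out. An exact two-sided permutation of the SP and SI labels gave p = 0.1, the smallest p that 20 assignments allow. Culture did not bring the libraries within the SP group, whose members lay 123.1 apart on average. The cultured pair lay 110.3 apart and the SI ex vivo libraries 410.3. The first principal component held 54.89% of the variance and the second 20.3%. On the first, the SP libraries scored -129, -130.5 and -128.6, the cultured libraries -118.1 and -120.7, and the SI ex vivo libraries 57.04, 313.8 and 256.1.
Against SI ILC3s ex vivo, 26 genes were higher and 165 lower in SP ILC3s, and 4 were higher and 91 lower in cultured SI ILC3s. Between cultured SI and SP ILC3s, 1 gene was higher and 4 were lower. This fit estimates the spread from all libraries, including the SI ex vivo libraries outside this comparison. Their coefficient of variation was 1.52, against 0.423 for SP and 0.409 for cultured libraries, so that few calls do not show these groups to be alike. The count changed with the fit. It was 380 higher and 821 lower with edgeR on the libraries of only these groups and the replicate letter. As the cultured group has no library B, the letter there fits SP library B exactly, and this library does not inform the comparison. The count was 570 and 1276 with limma voom and 80 and 333 with DESeq2. No gene passed with RLE or upper quartile scaling or a filter of at least 1 CPM in at least 2 libraries. *Cd4*, the coreceptor carried by a part of splenic ILC3s, had the smallest p among genes higher in SP ILC3s, with 1953 ± 400 CPM (SD, n = 3) against 95.1 ± 24.8 (SD, n = 3) in SI ILC3s ex vivo (log2 fold change 4.40, standard error 0.47, adjusted p = 0.013 from edgeR). Cultured SI ILC3s held *Cd4* at 110 ± 28.3 CPM (SD, n = 2), a log2 fold change of -4.25 from SP ILC3s (adjusted p = 0.086 from edgeR, 0.025 without the replicate letter). *Rgs1*, a regulator of G protein signaling, and *Serpinb9*, an inhibitor of granzyme B, led the genes lower in SP ILC3s, with log2 fold changes of -5.07 (adjusted p = 0.0127 from edgeR) and -5.28 (adjusted p = 0.0127). The same genes, of which *Serpinb9* was chosen here after its value was seen, fell in culture, with log2 fold changes of -5.71 and -5.32 (adjusted p = 0.0108 and 0.0143 from edgeR). *S100a4* and *Hvcn1*, a proton channel, were higher in SP and in cultured ILC3s. *S100a4* was at 356 CPM in SP and 265 in cultured ILC3s and at 3.09 in SI ILC3s ex vivo. *Hvcn1* had no count in any SI ex vivo library. At a floor of 3 counts per library, it was at least 432-fold higher in SP and at least 148-fold higher after culture. Such bounds cover counting error and not transcripts lost before sequencing. Of 2000 genes stable in SP and cultured libraries, 32 had no count in 1 SI ex vivo library and at least 16 CPM in another. The 4 genes lower in cultured SI than in SP ILC3s were *Tnfaip3*, *Atf3*, *Nr4a2* and *Ttn*. *Ttn*, the gene of the muscle protein titin, stood at 6954 CPM in SP and 523 CPM in cultured SI ILC3s (log2 fold change -3.81, adjusted p = 0.0467 from edgeR). *Ahrr*, a repressor of the aryl hydrocarbon receptor, was the gene higher in cultured SI than in SP ILC3s. It had no count in the SP libraries, 3.35, 638 and 10.5 CPM in the SI ex vivo libraries and 86.7 and 76.9 CPM in the cultured libraries, the last at least 850-fold higher than in SP (adjusted p = 0.0467 from edgeR, 0.207 without the replicate letter).
Without the replicate letter, edgeR counted 1565 genes higher and 865 lower in SP than in SI ILC3s, 950 higher and 614 lower in cultured than in ex vivo SI ILC3s, and 3 higher and 14 lower in cultured SI than in SP ILC3s. On the libraries of only the groups compared and without the letter, a fit chosen after the values were seen, it counted 1175 higher and 589 lower in SP than in SI ILC3s. This fit counted 0 in cultured against ex vivo SI ILC3s, and 468 higher and 1105 lower in cultured SI than in SP ILC3s. With the letter, no gene passed for SP against SI ILC3s when SP library B or any of the SI ex vivo libraries was left out, and none passed for cultured against ex vivo SI ILC3s without SP library B or SI ex vivo library A or C, against 50 without SI ex vivo library B. None passed for cultured SI against SP ILC3s without SP library B or any of the SI ex vivo libraries. The cultured group has no library B. Leaving out SP or SI ex vivo library B thus lets the letter fit the other B library exactly, which then no longer informs the comparison. These fits do not show the weight of a single B library.

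**Figure D1:**
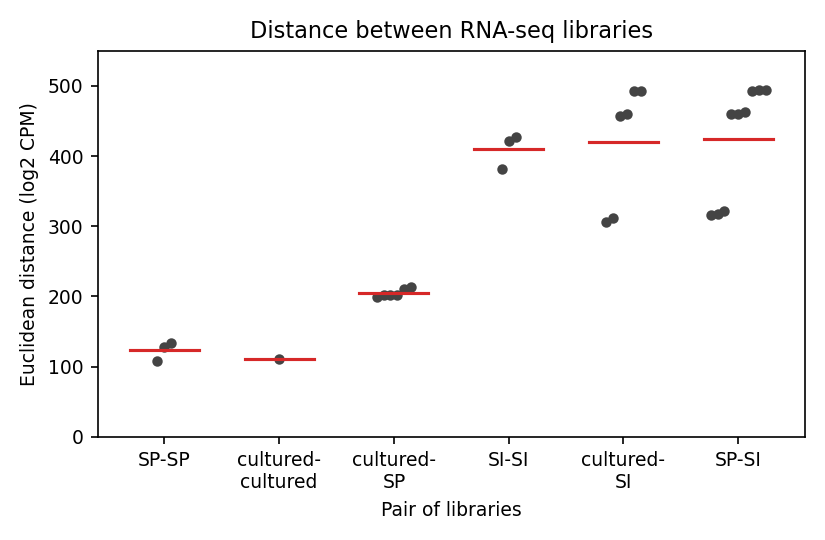
Euclidean distance between pairs of RNA sequencing libraries on log2 CPM, by the groups of the pair (x axis). Points are pairs of libraries and lines are means, 204.9 for cultured SI with SP ILC3s and 420.2 for cultured with ex vivo SI ILC3s.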

Importantly, transcripts associated with MHC II Ag presentation were upregulated in SI ILC3s after culture (Fig. 4b). In addition, in vitro culture of SI ILC3s resulted in increased MHC II protein expression and accumulation of a CD74^+^ MHC II^+^ population of NCR^−^ ILC3s, a subset existing only at low frequency within ex vivo SI ILC3s (Fig. 4c). These data demonstrate that SI ILC3s acquire a SP-like phenotype upon in vitro culture.

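*Cd74*, whose product, the invariant chain, guides MHC II molecules to the endolysosome, stood at 80.5 ± 80.8 CPM (SD, n = 3) in SI ILC3s ex vivo, at 456 ± 216 (SD, n = 2) after culture and at 1134 ± 108 (SD, n = 3) in SP ILC3s. *H2-DMa*, a chain of the H2-DM molecule that loads peptide, went from 0.0969 ± 0.111 CPM (SD, n = 3) ex vivo to 13.0 ± 1.41 (SD, n = 2) in culture, near the 18.0 ± 6.24 (SD, n = 3) of SP ILC3s. *H2-DMb1* and *H2-Oa* had no count in any SI ex vivo library and 2.21 and 3.78 CPM after culture. At a floor of 3 counts per library, they were at least 9.6-fold and at least 16.4-fold higher. These bounds do not cover transcripts lost before sequencing. *Ciita*, the transactivator of MHC II genes, was at 0.663 ± 0.936 CPM (SD, n = 3) ex vivo and 12.5 ± 2.05 (SD, n = 2) after culture. The chains of the surface MHC II molecules stood nearer to the ex vivo level. *H2-Ab1* was at 37.1 ± 14.8 CPM (SD, n = 3) ex vivo, 72.5 ± 36.4 (SD, n = 2) after culture and 193 ± 3.87 (SD, n = 3) in SP ILC3s, and *H2-Eb1* was at 7.82 ± 5.47, 14.0 ± 12.4 and 101 ± 1.48 CPM. *H2-Aa* had 38.3, 321 and 23.7 CPM in the SI ex vivo libraries and 53 and 144 CPM after culture.
Of 10 genes of MHC II molecules and chaperones, listed before the data were examined, none passed an adjusted p of 0.05 from edgeR in cultured against ex vivo SI ILC3s. At an unadjusted p under 0.05, 4 were higher, and 4 were higher when adjusted over the list alone. DESeq2 called 3, edgeR's likelihood ratio test 4 and limma voom 3. The smallest adjusted p was that of *H2-DMa* (log2 fold change 6.73, standard error 1.76, adjusted p = 0.126 from edgeR). *Cd74* had a log2 fold change of 2.58 (standard error 0.81, adjusted p = 0.145 from edgeR), *H2-Ab1* 0.92 (standard error 0.80, adjusted p = 0.532) and *H2-Eb1* 0.74 (standard error 1.27, adjusted p = 0.77). The median log2 fold change of the list was 1.77, or 0.94 with genes absent from a group at their bound (camera adjusted p = 0.278, and adjusted p = 0.714 with an estimated correlation). Fry, which asks whether the genes of a list move one way on balance, gave adjusted p = 0.0235. It passed 9 of 32 lists in this comparison. Without the replicate letter, *H2-DMa* (adjusted p = 0.0226 from edgeR), *H2-DMb1* (0.0271) and *H2-Oa* (0.0244) were higher after culture. None of the list passed on the libraries of only these groups, with the letter or, in a fit chosen after the values were seen, without it. Without the letter in the fit of all libraries, the log2 fold change of *H2-Aa* turned from 0.97 to -0.37. That of *H2-Eb1* turned to -0.27 without SI ex vivo library C and to -0.96 without cultured library C.
Compared with SP ILC3s, the list stood lower in cultured SI ILC3s, with a median log2 fold change of -1.63 (camera adjusted p = 0.000121, adjusted p = 0.146 with an estimated correlation, and fry adjusted p = 0.0259). None of its genes passed alone in edgeR. An unadjusted p under 0.05 was reached by 3 genes, DESeq2 and the likelihood ratio test called 2 and limma voom 6. With edgeR on the libraries of only these groups and the replicate letter, 6 passed, *Cd74*, *H2-Aa*, *H2-Ab1*, *H2-Eb1*, *H2-Eb2* and *H2-Ob*. SP library B does not inform that fit. Lists of dendritic cell, macrophage and neutrophil markers lay lower in this comparison as well, with medians of -3.53 (camera adjusted p = 0.000141, and adjusted p = 0.146 with an estimated correlation), -4.93 (camera adjusted p = 1.48e-10, and adjusted p = 0.0929 with an estimated correlation, or 0.016 without the replicate letter) and -10.35 (camera adjusted p = 1.26e-16, and adjusted p = 0.134 with an estimated correlation). With genes absent from a group at their bound, the last 2 medians were -4.45 and -7.06. In SP against SI ILC3s ex vivo, *Cd74* was higher (log2 fold change 4.24, standard error 0.80, adjusted p = 0.0462 from edgeR) and the other 9 genes did not pass, with 9 higher when adjusted over the list alone and 8 without the replicate letter. The list's median there was 6.47, or 3.90 with bounds (camera adjusted p = 0.00144, adjusted p = 0.339 with an estimated correlation, and fry adjusted p = 0.00245). The dendritic cell, macrophage and neutrophil lists lay higher there as well, with medians of 7.01, 5.28 and 10.73, or 3.24, 3.77 and 6.25 with bounds (camera adjusted p = 0.0171, 0.00416 and 4.15e-05, and adjusted p = 0.362, 0.339 and 0.378 with an estimated correlation).
Of the 16 genes shown in Fig. 4b, 14 had a positive log2 fold change after culture and 2, *H2-Ob* and *Lgmn*, a negative one, with 11 positive without the replicate letter. Most genes were positive in this comparison, with a median log2 fold change of 0.94 over all 14059 genes, or 0.319 without the letter, against 1.36 for SP against SI ILC3s ex vivo and -0.18 for cultured SI against SP ILC3s. For 6 of them both cultured libraries lay above every SI ex vivo library, where chance separates 2 libraries from 3 in 20% of genes, counting both directions, and 48.6% of all genes tested were so separated. Against SP ILC3s, 14 of the 16 were negative in cultured SI ILC3s, and for 11 both cultured libraries lay below every SP library, where 49.1% of all genes were separated in either direction. *H2-Ob* had 4.19 CPM in SI ex vivo library C, no count in the other SI ex vivo or the cultured libraries, and 6.89 ± 2.59 CPM (SD, n = 3) in SP ILC3s.
Apart from *Cd74*, on chromosome 18 of mm9 from 60963502 to 60972300, the genes of the list lie together on chromosome 17, from the start of *H2-Oa* at 34229285 to the end of *H2-Eb2* at 34477174. *H2-DMb1* (34290017 to 34297168) and *H2-DMb2* (34280252 to 34288498) are paralogs that may share reads, so their counts are uncertain.

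**Figure D2:**
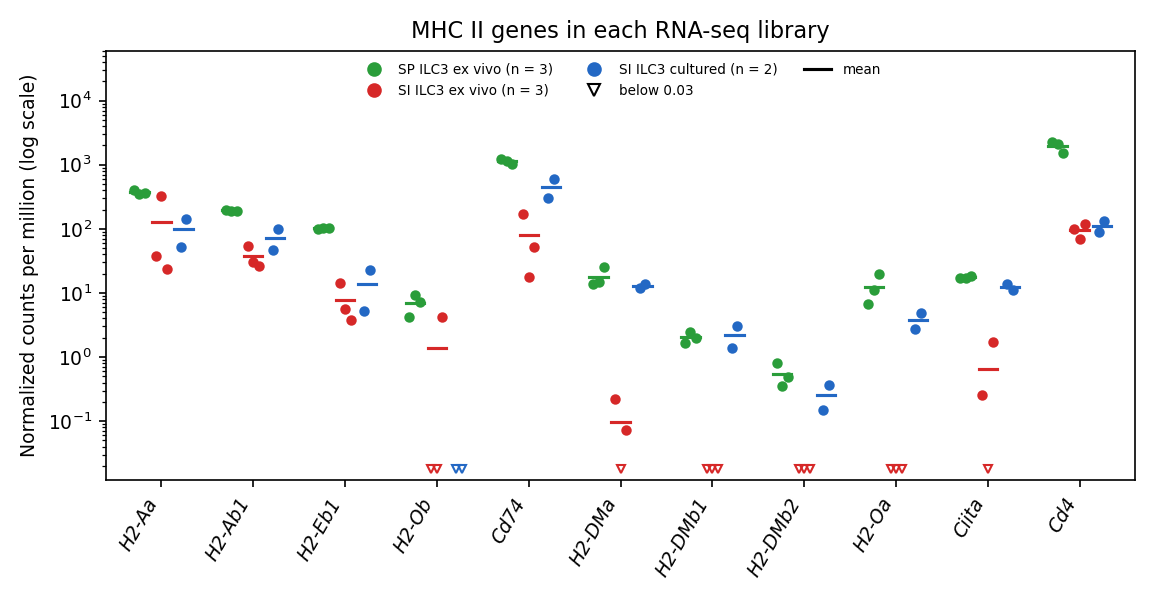
CPM after TMM normalization (log scale) of MHC II genes, *Ciita* and *Cd4* in each library. Points are libraries, lines are group means and open triangles mark libraries below 0.03 CPM. *H2-DMa* stands at 12.0 and 14.0 CPM in the cultured libraries and at or below 0.218 CPM in the SI ex vivo libraries.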

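Cultured SI and SP ILC3s shared changes from SI ILC3s ex vivo in both directions, and which direction held more genes depended on the fit. Of the 165 genes lower in SP and the 91 lower in cultured than in SI ILC3s ex vivo, 55 were lower in both, and 4 genes were higher in both. None was called in opposite directions. The shared genes were 855 higher and 480 lower without the replicate letter, 2097 and 444 with DESeq2, 1643 and 401 with edgeR's likelihood ratio test, and 1363 and 614 with limma voom. *Il22*, the main effector cytokine of intestinal ILC3s, fell from 12340 ± 5631 CPM (SD, n = 3) in SI ILC3s ex vivo to 93.5 ± 2.78 (SD, n = 2) in culture, below the 655 ± 335 (SD, n = 3) of SP ILC3s (log2 fold change in culture -6.74, standard error 0.57, adjusted p = 0.00793 from edgeR). *Epas1*, which encodes HIF-2α, had a log2 fold change of -4.48 in culture (adjusted p = 0.0324 from edgeR), and *Stat3*, which transmits IL-23 signals, of -3.27 (adjusted p = 0.0324).
Chance and shared controls were weighed for this overlap, since both comparisons use the same SI ex vivo libraries. Independent lists of these sizes would share 1.07 genes among the lower and 0.0074 among the higher. Across genes, the covariance of both log2 differences was 5.32, against 2.78 in 50 simulations of unchanged groups, a difference of 2.55. The correlation was 0.818 against 0.928 simulated, so that it showed no excess. As 3 SI ex vivo libraries cannot be split into parts of 2 or more, part of the excess in covariance may come from the shared controls. A loss of transcripts in the SI ex vivo libraries would also place genes higher in both other groups, and was not tested for this overlap. The shared calls numbered 4 with RLE size factors and 0 when SP library B or any of the SI ex vivo libraries was left out. With a B library left out, the other B library does not inform the comparisons either.
Of 9 ILC3 effector cytokines, 1 (*Il22*) fell in culture and 5 were lower when adjusted over the list alone (camera adjusted p = 0.000105, and adjusted p = 0.207 with an estimated correlation). Among 18 genes of the NF-kB and TNF response, 5 were lower in cultured than in ex vivo SI ILC3s and none was higher, with 11 lower when adjusted over the list alone (camera adjusted p = 3.28e-07, and adjusted p = 0.198 with an estimated correlation, or 0.0271 without the replicate letter). *Tnfaip3*, an inhibitor of NF-kB, went from 9450 to 205 CPM (log2 fold change -5.53, standard error 0.43, adjusted p = 0.00793 from edgeR). *Nfkb1*, *Nfkbiz*, *Rel* and the chemokine gene *Cxcl2* were also lower, with log2 fold changes of -4.10, -3.92, -3.86 and -10.99. Of 24 immediate early and heat shock genes, 6 were lower in cultured than in ex vivo SI ILC3s and none was higher, with 20 lower and 2 higher when adjusted over the list alone (camera adjusted p = 9.02e-15, and adjusted p = 0.198 with an estimated correlation, or 0.0271 without the replicate letter). The log2 fold changes were -5.89 for *Dusp1*, -6.33 for *Junb*, -5.12 for *Nr4a1*, -3.73 for *Zfp36* and -10.78 for the heat shock gene *Hspa1a*, chosen after its value was seen. The last of them, *Atf3*, and *Nr4a2*, outside the list, were also lower in cultured SI than in SP ILC3s (log2 fold changes -6.69 and -5.23, adjusted p = 0.0467 for each from edgeR). Ex vivo cells of both tissues were freshly isolated by digestion and sorting, whereas cultured cells were taken 7 days after sorting. An effect of culture on these genes cannot be told apart from an effect of isolation on the ex vivo cells.
*Gzmb*, which encodes granzyme B, stood at 651 ± 445 CPM (SD, n = 3) in SI ILC3s ex vivo, at 677 ± 120 (SD, n = 2) after culture and at 32.5 ± 21 (SD, n = 3) in SP ILC3s. In the same order, *Gzmc*, another granzyme gene, stood at 855, 323 and 7.58 CPM, and the integrin gene *Itga1* at 275, 88.7 and 3.00 CPM. These 3 of 19 NCR+ ILC3, ILC1 and NK cell markers were lower in SP than in SI ILC3s ex vivo (camera adjusted p = 0.0644 for the list, and adjusted p = 0.339 with an estimated correlation). Of the 19, 9 log2 fold changes were positive and 10 negative there. Adjusted over the list alone, 3 were higher and 4 lower, as without the replicate letter. NKp46 is not among the lineage markers listed for this sort. Their comparison between cultured SI and SP ILC3s was chosen after the values were seen. It gave log2 fold changes of 4.68 for *Gzmb* (adjusted p = 0.13 from edgeR, 0.0844 without the replicate letter), 5.58 for *Gzmc* (adjusted p = 0.086, 0.0423 without the letter) and 4.57 for *Itga1* (adjusted p = 0.189, 0.143 without the letter). None of the 19 markers passed there in edgeR, with 3 higher at an unadjusted p under 0.05 and 3 when adjusted over the list alone (camera adjusted p = 0.00175, and adjusted p = 0.126 with an estimated correlation). *Gzmb*, *Gzmc* and *Itga1* passed there with DESeq2, edgeR's likelihood ratio test, limma voom, and edgeR on the libraries of only these groups. With the replicate letter, SP library B does not inform the last of these fits. None of the 19 passed in cultured against ex vivo SI ILC3s in edgeR, with 3 higher and 3 lower at an unadjusted p under 0.05, while 3 were higher and 1 lower without the replicate letter (camera adjusted p = 0.8). *Rorc*, which encodes RORγt, had a log2 fold change of 1.48 in culture (standard error 0.71, adjusted p = 0.261 from edgeR). From the PCA, the transcripts of Fig. 4b and the MHC II and CD74 protein in Fig. 4c, the paper concludes that SI ILC3s take on a SP-like phenotype in culture.

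**Figure D3:**
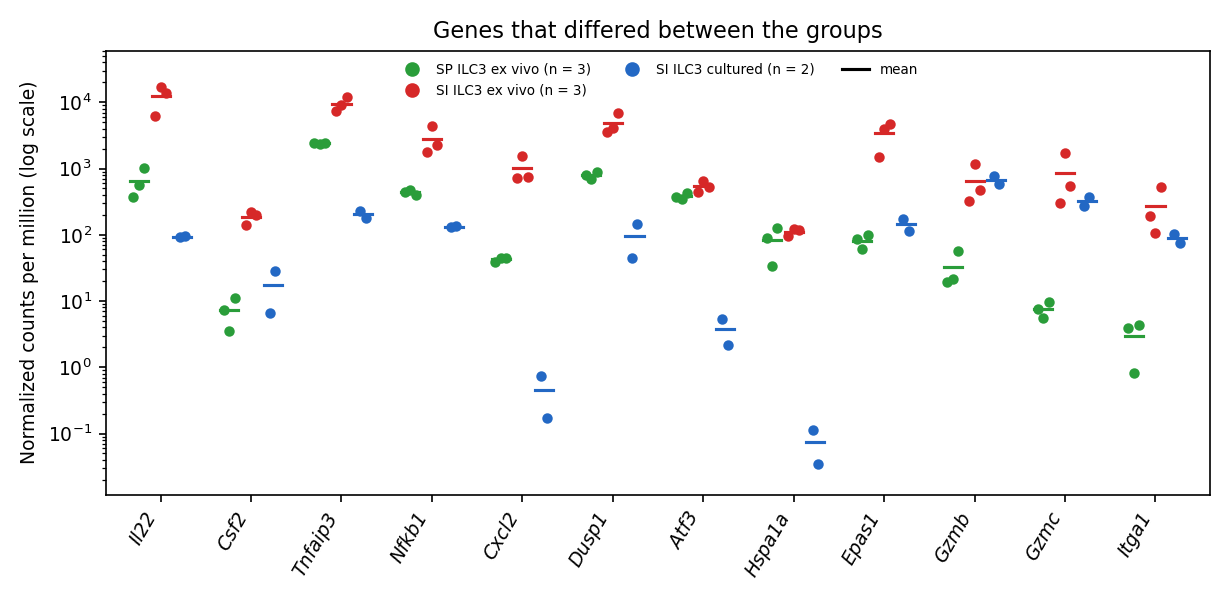
CPM after TMM normalization (log scale) of cytokine, NF-kB, immediate early and cytotoxic genes in each library. Points are libraries and lines are group means. *Il22* lies between 6193 and 17250 CPM in the SI ex vivo libraries and at 91.6 and 95.5 CPM in the cultured libraries, while *Gzmb* lies at 762 and 592 CPM there.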

**Fig. 4:**
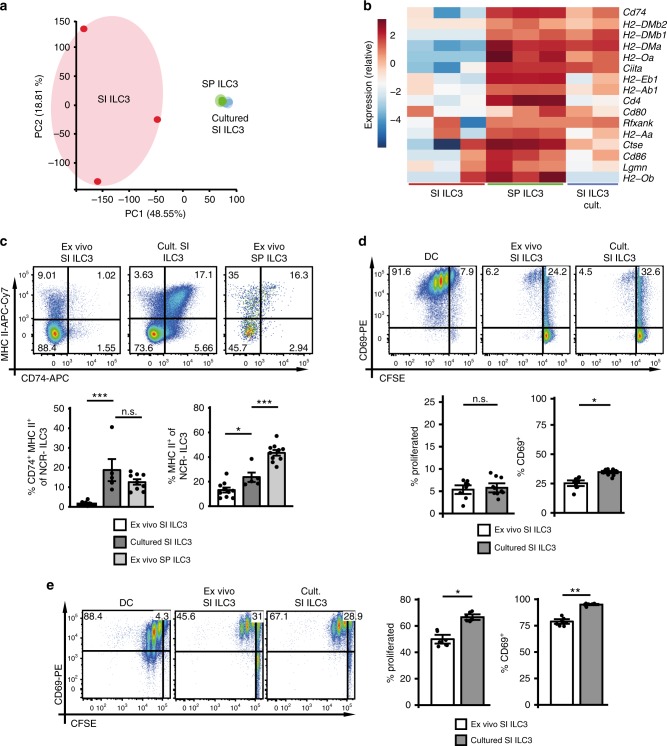
MHC II downregulation of SI ILC3s is reversible upon in vitro culture. CD117^+^Thy1.2^+^lin^−^ (CD3ε, CD8α, CD11b, CD11c, CD19, B220, Gr-1, TCR-β, TCR-γ/δ, TER119, NK1.1) KLRG1^−^ ILC3s were isolated from SP or SI of *Rag2*^*−/−*^ mice (Supplementary Fig. 2a). Freshly isolated (ex vivo) SP (green) or SI ILC3s (red) and SI ILC3s cultured for 7 days with IL-2, IL-7, and SCF (blue) were used for RNA sequencing. **a** PCA of RNA sequencing samples. **b** Heatmap of genes associated with MHC II Ag presentation. **c** Expression of MHC II and CD74 by cultured ILC3s (*n* = 5 distinct samples) or ex vivo SI (*n* = 9–10 distinct samples) and SP (*n* = 9–10 distinct samples) ILC3s of *Rag2*^*−/−*^ mice. Five independent experiments. **d**, **e** Naive CFSE-labeled *OT-II*^*tg*^ CD4^+^ T cells were cultured either with 5 × 10^4^ BMDCs, ex vivo or cultured SI ILC3s from *Rag2*^*−/−*^ mice in the presence of Ova protein (**d**) or peptide (**e**). In (**d**), *n* = 9 (ex vivo SI ILC3) and *n* = 10 (cultured SI ILC3) distinct samples of four independent experiments. In (**e**), *n* = 8 distinct samples of three independent experiments. T cells were gated as in Fig. 2. Each symbol represents a sample and the bar graph represents the mean ± .e.m. n.s., not significant; *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001, calculated with one-way ANOVA (two-tailed) and Bonferroni’s multiple comparisons test (**c**) or with mixed-effects models (two-sided) using lmerTest (**d** and **e**). Source data are provided as a Source Data File.

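Of 8 genes of MHC II gene transcription, none passed an adjusted p of 0.05 from edgeR in cultured against ex vivo SI ILC3s, and 1 was higher at an unadjusted p under 0.05 (median log2 fold change 1.74, camera adjusted p = 0.8). *Creb1* and *Rfx5*, the members with the highest mean log2 CPM, had log2 fold changes of -0.25 (adjusted p = 0.836) and 1.56 (adjusted p = 0.523 from edgeR). Of 12 genes of endolysosomal antigen processing, none passed, and 1 was higher and 2 lower at an unadjusted p under 0.05 (camera adjusted p = 0.0981). *Lamp2*, a lysosomal membrane protein, stood at 346, 3344 and 912 CPM in the SI ex vivo libraries and at 226 and 171 CPM after culture (log2 fold change -2.01, adjusted p = 0.182 from edgeR). It was lower in SP than in SI ILC3s ex vivo (log2 fold change -3.60, adjusted p = 0.045). Of 12 costimulatory and coinhibitory ligands, none passed in culture in edgeR with the replicate letter, with 1 higher and 2 lower at an unadjusted p under 0.05 and 1 lower when adjusted over the list alone (camera adjusted p = 0.589). Without the letter, 1 was higher and 1 lower. The ligand *Cd274*, or PD-L1, had a log2 fold change of -1.67 (adjusted p = 0.316 from edgeR) and *Pdcd1lg2*, or PD-L2, of -4.29 (adjusted p = 0.108). *Cd80* and *Cd86* stood at 0.424 and 0.677 CPM after culture, against 0.40 and 0.457 CPM ex vivo. These values lie near the detection floor, up to 0.3635 CPM in an SI ex vivo library, so that they do not show whether either gene changed. Compared with SP ILC3s, the costimulatory list stood lower after culture (median log2 fold change -1.25, camera adjusted p = 0.00469, and adjusted p = 0.134 with an estimated correlation).
Of 15 genes of MHC class I presentation, 7 had a positive and 8 a negative log2 fold change in SP against SI ILC3s ex vivo. Of these, 2 were lower in SP than in SI ILC3s ex vivo, *B2m* (log2 fold change -1.67, standard error 0.28, adjusted p = 0.0317 from edgeR) and *Pdia3* (log2 fold change -1.94, standard error 0.36, adjusted p = 0.045), and none was higher (camera adjusted p = 0.0307, and adjusted p = 0.339 with an estimated correlation). In culture none passed in edgeR, with 1 higher and 4 lower at an unadjusted p under 0.05 and 2 lower without the replicate letter. *B2m* had a log2 fold change of -1.37 there (adjusted p = 0.115 from edgeR, 0.0266 without the replicate letter). Neither DESeq2 nor limma voom was counted over the lists other than that of MHC II molecules and chaperones.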

To test the capacity of cultured SI NCR^−^ ILC3s to present Ag and stimulate CD4^+^ T cells, ex vivo and cultured SI ILC3s were incubated with *OT-II*^*tg*^ CD4^+^ T cells and Ova protein (Fig. 4d) or Ova peptide (Fig. 4e). Our data show that cultured SI ILC3s were significantly better at CD4^+^ T-cell stimulation compared with ex vivo SI ILC3s, suggesting that environmental factors in the intestine may negatively affect the Ag presentation capacity of ILC3s.

### IL-23 negatively regulates Ag presentation by ILC3s

To investigate whether microbial products negatively regulated the capacity of SI ILC3s to induce T-cell responses, ILC3s from germ-free (GF) mice were assessed for their ability to stimulate CD4^+^ T cells in vitro and to express MHC II. SI NCR^−^ ILC3s from GF mice were significantly better at inducing Ova-specific CD4^+^ T-cell proliferation in vitro and had a higher expression of MHC II as compared with NCR^−^ ILC3s from conventional specific pathogen-free (SPF) mice (Fig. 5a, b and Supplementary Fig. 8). Together, in the absence of microbiota the capacity of SI ILC3s to stimulate CD4^+^ T cells was enhanced.

**Fig. 5:**
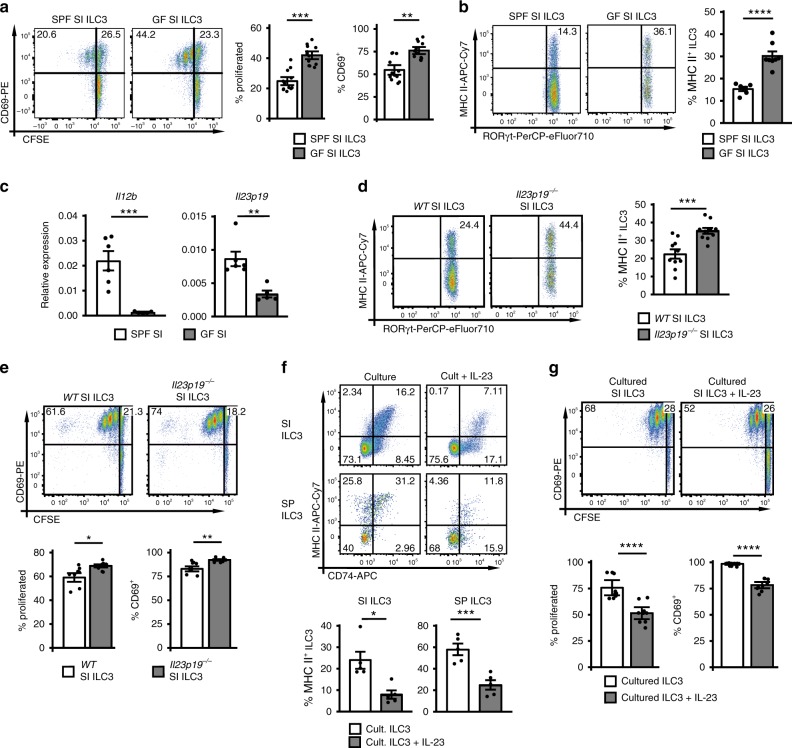
The microbiota and IL-23 negatively regulate Ag presentation by ILC3s. **a** CFSE-labeled *OT-II*^*tg*^ CD4^+^ T cells were stimulated with 1 × 10^4^ SPF or GF ILC3s (*Rag*^*−/−*^ background) in the presence of Ova peptide. *n* = 12 distinct samples of three independent experiments. ILC3s were sorted as depicted in Supplementary Fig. 2a. **b** MHC II expression of SI ILC3s from SPF (*n* = 6 mice) and GF (*n* = 8 mice) mice on *Rag*^*−/−*^ background. NCR^−^ ILC3s were gated as shown in Fig. 1. Two independent experiments. **c** Relative expression of *Il12b* and *Il23p19* in the terminal ileum of SPF (*n* = 6 mice) and GF (*n* = 5 mice) mice on *Rag*^*−/−*^ background analyzed by qRT PCR. Two independent experiments. **d** MHC II expression of SI ILC3s from WT and *Il23p19*^*−/−*^ mice (*n* = 10 mice). NCR^−^ ILC3s were gated as shown in Fig. 1. Five independent experiments. **e** Naive CFSE-labeled *OT-II*^*tg*^ CD4^+^ T cells were cultured either with 5 × 10^4^ SI ILC3s of WT (*n* = 8 distinct samples) or *Il23p19*^*−/−*^ (*n* = 10 distinct samples) mice in the presence of Ova peptide. Four independent experiments. ILC3s were sorted as depicted in Supplementary Fig. 2a. **f** Surface expression of MHC II and CD74 on ILC3s of *Rag2*^*−/−*^ mice cultured 7 days with or without IL-23 in addition to IL-2, IL-7, and SCF (*n* = 5 distinct samples). NCR^−^ ILC3s were gated as shown in Fig. 1. Five independent experiments. **g** SI ILC3s were sort-purified from *Rag2*^*−/−*^ mice (Supplementary Fig. 2a) and cultured 7 days with or without IL-23 in addition to IL-2, IL-7, and SCF. CFSE-labeled *OT-II*^*tg*^ CD4^+^ T cells were stimulated with 5 × 10^4^ cultured ILC3s in the presence of Ova peptide. *n* = 9 distinct samples of three independent experiments. Each symbol represents a sample and the bar graph represents the mean ± s.e.m. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001, calculated with mixed-effects models (two-sided) using lmerTest (**a**, **e**, and **g**) or two-tailed unpaired (**b**, **c** *Il12b*, and **d**) or two-tailed paired (**f**) Student’s *t* test or two-tailed Mann–Whitney test (**c** *Il23p19*). Source data are provided as a Source Data File.

Interestingly, gnotobiotic sDMDMm2 mice colonized with a mixture of 12 bacterial strains covering the five major phyla of procaryotes (see Table 1) showed no increased expression of MHC II on SI ILC3s as compared with conventional SPF mice, indicating that these bacteria were sufficient to repress MHC II expression (Supplementary Figs. 4a and 8)^26^.

**Table 1:** Microbial organisms used for sDMDMm2 mice.

Organism	DSM no.
*Lachnoclostridium* sp. YL32	DSM 26114
*Ruminiclostridium* sp. KB18	DSM 26090
*Bacteroides* sp. I48	DSM 26085
*Parabacteroides* sp. YL27	DSM 28989
*Burkholderiales* bacterium YL45	DSM 26109
*Erysipelotrichaceae* bacterium I46	DSM 26113
*Blautia* sp. YL58	DSM 26115
*Flavonifractor plautii* YL31	DSM 26117
*Bifidobacterium animalis* subsp. *animalis* YL2	DSM 26074
*Lactobacillus reuteri* I49	DSM 32035
*Akkermansia muciniphila* YL44	DSM 26127
*Enterococcus faecalis* KB1	DSM 32036

ILC3s isolated from *RORc(γt)-Cre*^*tg*^*Myd88*^*fl/fl*^*(Myd88*^*ILC3−/−*^*)* mice and littermate controls expressed similar MHC II levels indicating that TLR signaling via MyD88 was not responsible for downregulation of MHC II (Supplementary Figs. 4b and 8).

Our observations prompted us to study the effect of IL-23 on MHC II expression of ILC3s, since gut microbes can induce the expression of IL-23 by dendritic cells (DCs)^27^. Indeed, *Il23p19* expression was significantly higher in the SI compared with the SP of SPF mice (Supplementary Fig. 5a). In line with a previous report, the expression of *II12b* and *Il23p19* encoding the subunits of IL-23 were reduced in the terminal ileum of GF compared with SPF mice (Fig. 5c)^28^. To analyse whether IL-23 is involved in shaping the MHC II^+^ to MHC II^−^ ratio of NCR^−^ ILC3s in the SI, IL-23 deficient (*Il23p19*^*−/−*^) mice were used. Interestingly, a higher percentage of MHC II^+^ cells was found in SI NCR^−^ ILC3s of *Il23p19*^*−/−*^ compared with wild-type (WT) mice (Fig. 5d and Supplementary Fig. 8). IL-23 deficiency did not increase the expression of MHC II on ILC3s in the spleen (Supplementary Fig. 5b and 8) most likely because IL-23 is not abundant in the spleen. CD80 and CD86 expression was not significantly affected by the lack of IL-23 (Supplementary Fig. 5c). SI ILC3s from *Il23p19*^*−/−*^ mice showed a significant increase in their capacity to induce Ova-specific *OT-II*^*tg*^ CD4^+^ T-cell responses (Fig. 5e and Supplementary Fig. 5d). Conversely MHC II expression was reduced in WT SI or SP ILC3s after in vitro culture with IL-23 for 7 days (Fig. 5f). IL-23 also repressed the MHC II expression of SI ILC3s isolated from *Il23p19*^*−/−*^ mice, indicating that ILC3s have no intrinsic defect in *Il23p19*^*−/−*^ mice (Supplementary Fig. 5e). Finally, IL-23 added to 7 day cultures of SI ILC3s diminished their capacity to stimulate *OT-II*^*tg*^ CD4^+^ T cells (Fig. 5g, Supplementary Fig. 5f, g).

Collectively these data suggest that microbe-induced IL-23 negatively affects the capacity of NCR^−^ ILC3s to induce CD4^+^ T-cell responses.

### IL-23 reduces MHC II expression through mTORC1 and STAT3

mTORC1 and STAT3 have been shown to be activated in innate immune cells upon IL-23 stimulation^29–31^. We therefore asked, whether IL-23-mediated silencing of MHC II in SI ILC3s requires mTORC1 and STAT3 signaling. IL-23 stimulation of NCR^−^ ILC3s induced phosphorylation of the mTORC1 signaling kinase S6, mTOR and of STAT3 (Fig. 6a, b and Supplementary Fig. 6a). When ILC3s were incubated with Rapamycin or isolated from mice with a conditional deletion of *Rptor* in ILC3s (*Rptor*^*ILC3−/−*^, *Rag2*^*−/−*^ background) (Fig. 6a and Supplementary Fig. 6a), IL-23 failed to activate mTORC1. Interestingly, the percentage of ex vivo MHC II^+^ SI NCR^−^ ILC3s from *Rptor*^*ILC3−/−*^ mice was twice as high as in control mice (*Rptor*^*fl/fl*^) suggesting that IL-23-mediated mTORC1 signaling suppressed the expression of MHC II on SI ILC3s (Fig. 6c and Supplementary Fig. 8). This was confirmed by stimulating SI and SP ILC3 from *Rptor*^*ILC3−/−*^ mice for 7 days with IL-23 in vitro (Supplementary Fig. 6b). In the SI of mice with a *Stat3* deletion in hematopoietic cells (*VAV1-Cre*^*tg*^*Stat3*^*fl/fl*^) a significantly higher percentage of MHC II^+^ NCR^−^ ILC3s was observed as compared with control mice (Fig. 6d and Supplementary Fig. 8). Notably, in vivo deletion of *Il23p19*, *Rptor* or *Stat3* had no effect on the MHC II^+^ NCR^−^ ILC3s percentage in the SP further emphasizing the fact that MHC II downregulation was specific for the gut (Supplementary Fig. 8).

**Fig. 6:**
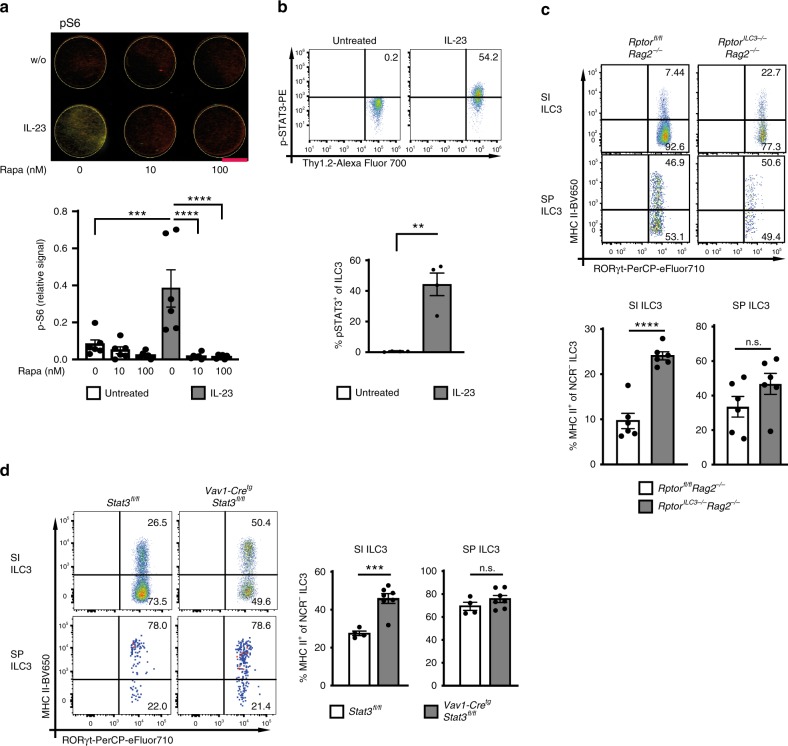
IL-23 reduces MHC II expression through activation of mTORC1 and STAT3. **a** Phosphorylation of S6 of SI ILC3s (sorted from *Flt3L*^*tg*^ mice) after 48 h stimulation with or without IL-23 and 0, 10, or 100 nM Rapamycin (red = tubulin and green = p-S6). ILC3s were sorted as depicted in Supplementary Fig. 2a. Indicated is the relative phosphorylation of S6 (fluorescence signal for p-S6 normalized by fluorescence signal for tubulin). The indicated bar represents 3 mm. *n* = 6 distinct samples of five independent experiments. **b** Phosphorylation of STAT3(Tyr705) of sort-purified SI ILC3s (Supplementary Fig. 2a) from *Rag2*^*−/−*^ mice after 20 min stimulation with or without IL-23. *n* = 4 distinct samples of four independent experiments. **c** MHC II expression of SI and SP ILC3s from *Rptor*^*fl/fl*^*Rag2*^*−/−*^ and *Rptor*^*ILC3−/−*^*Rag2*^*−/−*^ mice. NCR^−^ ILC3s were gated as shown in Fig. 1. *n* = 6 mice of two independent experiments. **d** MHC II expression of SI and SP ILC3s from *Stat3*^*fl/fl*^ (*n* = 4 mice) and *Vav1-Cre*^tg^*Stat3*^*fl/fl*^ (*n* = 7 mice) mice. NCR^−^ ILC3s were gated as shown in Fig. 1. Two independent experiments. Each symbol represents a sample and the bar graph represents the mean ± s.e.m. n.s. not significant; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001, calculated with one-way ANOVA (two-tailed) and Bonferroni’s multiple comparisons test (**a**) or two-tailed paired (**b**) or two-tailed unpaired (**c** and **d**) Student’s *t* test. Source data are provided as a Source Data File.

It was recently shown that IL-23 promotes dermal γδ T-cell differentiation and effector functions via STAT3 phosphorylation independently of the mTOR pathway^32^. Strikingly, IL-23-activated ILC3s from *Rptor*^*ILC3−/−*^ mice showed a reduced STAT3 phosphorylation indicating that in ILC3s the IL-23/STAT3 axis was partially dependent on mTORC1 (Supplementary Fig. 6c). Following IL-23-stimulation S6 phosphorylation was almost normal in *Stat3*-deficient ILC3s as compared with controls indicating that the majority of IL-23-induced mTORC1 signaling occurs independently of STAT3 (Supplementary Fig. 6d). Together these data demonstrate that the IL-23-mTORC1-STAT3 axis mediates downregulation of MHC II in SI ILC3s.

### IFN-γ positively regulates MHC II expression of ILC3s

Adoptively transferred SI ILC3s displayed increased levels of MHC II in the SP of recipient mice (Fig. 3b). Since the major transcriptional regulator of MHC II expression is CIITA (class II MHC transactivator), these results suggest that splenic factors may induce or intestinal factors may repress CIITA. We therefore analyzed the expression of the three mRNA isoforms of the *Ciita* gene, which are regulated by different promoters (Fig. 7a)^33^. Indeed, freshly isolated SP ILC3s used *Ciita* promoters *pI*, *pIII*, and *pIV*, whereas ex vivo isolated SI ILC3s expressed only the *pI*-regulated isoform. These data indicate that there is a tissue-specific regulation of *Ciita* expression in ILC3s. IL-23 reduced the expression of promoter *pIII* in SP ILC3s (Supplementary Fig. 7a). It is hence possible that the IL-23-dependent repression of MHC II in vivo and in vitro was at least partially mediated by the reduction of *Ciita pIII*.

**Fig. 7:**
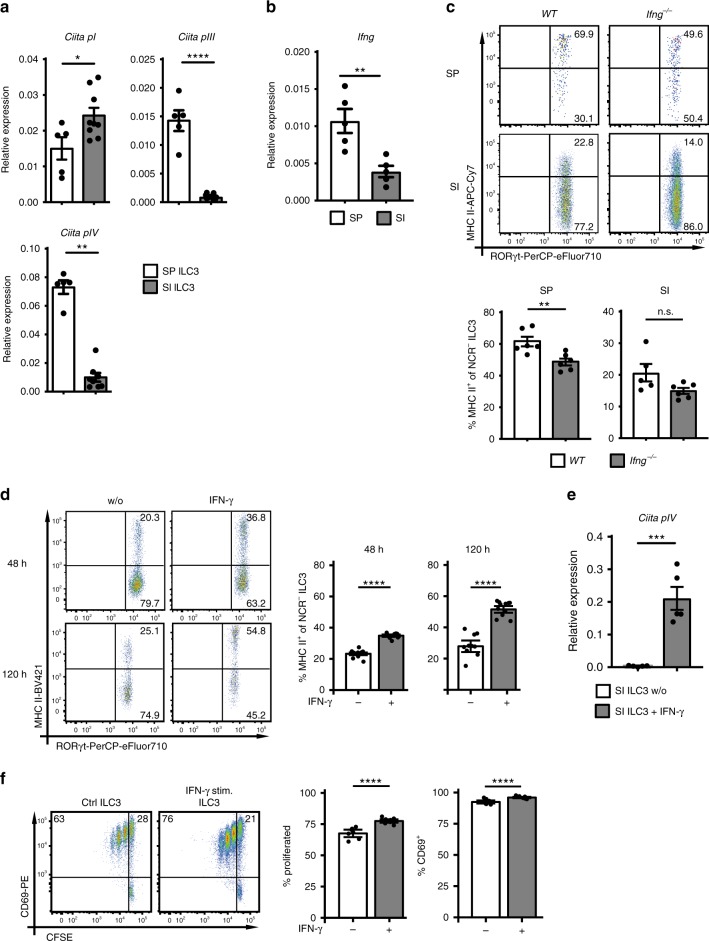
IFN-γ positively regulates MHC II expression of ILC3s. **a** Normalized expression of *Ciita* mRNA isoforms regulated by promoters *pI* (*n* = 5 distinct SP ILC3 samples and *n* = 9 distinct SI ILC3 samples)*, pIII* (*n* = 5 distinct SP ILC3 samples and *n* = 9 distinct SI ILC3 samples), and *pIV* (*n* = 5 distinct SP ILC3 samples and *n* = 8 distinct SI ILC3 samples) in SP and SI ILC3s. ILC3s were sorted as depicted in Supplementary Fig. 2a. Five independent experiments. **b** Expression of IFN-γ in the SP and the SI of WT mice. *n* = 5 mice of two independent experiments. **c** MHC II expression of SI ILC3s from WT (*n* = 6 distinct samples) and *Ifng*^*−/−*^ (*n* = 6 distinct samples) mice. NCR^−^ ILC3s were gated as shown in Fig. 1. Two independent experiments. **d** MHC II expression of SI ILC3s (*Rag2*^*−/−*^) stimulated for 48 h (*n* = 9 distinct samples of three independent experiments) or 120 h (*n* = 10 (w/o) distinct samples and *n* = 11 (IFN-γ stimulated) distinct samples of four independent experiments) with or without (w/o) IFN-γ. ILC3s were sorted as depicted in Supplementary Fig. 2a. **e** Normalized expression of *Ciita* mRNA isoform regulated by promoter *pIV* in SI ILC3s stimulated with or w/o IFN-γ for 120 h. *n* = 5 distinct samples of five independent experiments. ILC3s were sorted as depicted in Supplementary Fig. 2a. **f** SI ILC3s (sorted from *Rag2*^*−/−*^ as depicted in Supplementary Fig. 2a) were stimulated for 120 h with or w/o IFN-γ. Naive CFSE-labeled *OT-II*^*tg*^ CD4^+^ T cells were cultured with 1 × 10^4^ IFN-γ stimulated or unstimulated ILC3s in the presence of Ova peptide. *n* = 7 distinct samples of three independent experiments. Each symbol represents a sample and the bar graph represents the mean ± s.e.m. n.s., not significant; *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001, calculated with two-tailed unpaired Student’s *t* test (**a** *Ciita pI* and *pIII*, **b**, **c**, and **e**), Mann–Whitney test (**a** *Ciita pIV*) or with mixed-effects models (two-sided) using lmerTest (**d** and **f**). Source data are provided as a Source Data File.

The promoter *pIV*, which was expressed in SP ILC3s, is inducible by IFN-γ^33^. IFN-γ expression was remarkably higher in the SP (Fig. 7b) pointing to its potential role in *Ciita pIV*-driven MHC II expression of SP ILC3s. To delineate the role of IFN-γ, we analyzed the expression of MHC II on SP and SI ILC3s of *Ifng*^*−/−*^ mice and after stimulation of SI ILC3s with IFN-γ. SP NCR^−^ ILC3s had a significantly lower expression of MHC II in *Ifng*^*−/−*^ mice as compared with WT mice (Fig. 7c and Supplementary Fig. 8). CD80 and CD86 expression levels were not affected (Supplementary Fig. 7b). Conversely, stimulation with IFN-γ significantly increased the expression of MHC II molecules and *Ciita* promoter *pIV* by SI NCR^−^ ILC3s (Fig. 7d, e). The effect on MHC II induction was abolished in cultures containing IFN-γ and IL-23 suggesting a dominant role of IL-23 in suppressing the expression of MHC II on ILC3s (Supplementary Fig. 7c). To analyse if IFN-γ also affects the capacity of ILC3s to stimulate T-cell responses, SI NCR^−^ ILC3s were incubated with IFN-γ or left untreated and used for stimulation of CD4^+^ T cells with Ova peptide (Fig. 7f). IFN-γ stimulated SI ILC3s were significantly better at inducing T-cell proliferation as compared with untreated cells.

In summary, we provide evidence that IFN-γ in the SP environment increases expression of MHC II molecules on NCR^−^ ILC3s and enhances their potential to induce CD4^+^ T-cell immune responses.

## Discussion

We show here that NCR^−^ ILC3s have a tissue-specific transcriptional signature. Transcripts associated with MHC II Ag presentation are relatively enriched in SP NCR^−^ ILC3s. SP NCR^−^ ILC3s are significantly more efficient in inducing CD4^+^ T-cell activation and proliferation as compared with SI NCR^−^ ILC3s. A subset of SI MHC II^+^ NCR^−^ ILC3s, however, can induce Ag-specific CD4^+^ T-cell proliferation. The fact that SI ILC3s can adopt an APC phenotype upon in vitro culture or in vivo migration to the SP suggests that environmental signals determine the capacity of ILC3s to present Ag and to stimulate CD4^+^ T cells. Indeed, we identified two essential pathways regulating ILC3-T-cell interactions in the SI vs. SP. One is mediated by microbe-induced IL-23, which supresses MHC II expression of NCR^−^ ILC3s through mTORC1 and STAT3 activation. The other pathway involves IFN-γ signaling, which induces the expression of MHC II on NCR^−^ ILC3s and promotes NCR^−^ ILC3-mediated CD4^+^ T-cell activation and proliferation. The IFN-γ induced MHC II expression of NCR^−^ ILC3s is reflected by the induction of *Ciita pIV* expression in ILC3s upon IFN-γ stimulation. The fact that the IFN-γ expression is low in the SI of WT mice explains why in *Ifng*^*−/−*^ mice no significant reduction of MHC II expression by SI ILC3s was observed. Likewise, IL-23 expression is low in the SP and deletion of *Il23p19* does not alter MHC II expression of SP ILC3s.

SI ILC3s were shown to suppress commensal bacteria-specific T-cell responses^12^. The discrepancy to our data might be partially explained by the fact that we studied ILC3 APC function under activation conditions. Similarly, a study published in this issue demonstrates that upon activation human ILC3s acquire Ag-presenting properties for the induction of Ag-specific CD4^+^ memory T-cell responses^34^. In mice upon IL-1β-stimulation both SI and SP ILC3s upregulate OX40L. OX40L has been described to be essential for the induction of pathogenic T-cell responses by TL1a-activated ILC3s in chronic colitis^35^. Our findings indicate that SI MHC II^+^ ILC3s do not block CD4^+^ T-cell immune responses per se. Under steady-state conditions, however, and under the local influence of microbiota and IL-23 the frequency of MHC II^+^APC-like ILC3s is probably too low to elicit T-cell responses in the SI. Moreover, our data strongly suggests a dominant effect of IL-23 in repressing MHC II expression of ILC3s.

During the early phase of viral infections, innate immune cells can rapidly release high amounts of IFN-γ. This could result in the expansion of SP MHC II^+^ ILC3s localized at the border between T and B-cell areas^36^, where Ag uptake and presentation takes place. Our findings that SI ILC3s upregulate MHC II and induce CD4^+^ T-cell proliferation after stimulation with IFN-γ demonstrate their potential to act as APCs under conditions where IFN-γ is released, e.g., during infections. Whether this is sufficient to promote CD4^+^ T-cell responses in the gut remains to be investigated.

It has been previously reported that the microbiota promotes IL-23-induced phosphorylation of STAT3, thereby inducing IL-22 in ILC3s^29^. We describe here that microbe-induced IL-23 also limits the frequency of MHC II^+^ NCR^−^ ILC3s in the SI. NCR^−^ ILC3s can be further subdivided into CCR6^+^ and CCR6^−^ cells. Interestingly, IL-23 has been shown to promote the development of T-bet^+^CCR6^−^NCR^−^ ILC3s^37^, which lack MHC II^12^. Our data strongly suggest that the IL-23-rich SI environment favors the accumulation of MHC II^−^ ILC3s, but amongst this subset we found both CCR6^+^ and CCR6^−^ ILC3s. IL-23 signaling in NCR^−^ ILC3s induced mTORC1 activation and STAT3 phosphorylation. We propose a model in which the collaborative mTORC1 and STAT3 signaling leads to downregulation of MHC II, most likely by the reduction of *Ciita* promoter *pIII* expression. In addition, IL-23 signaling may bypass mTORC1 to some extent and activate STAT3 via Janus kinases (JAK)^38^. We cannot exclude that other intestinal factors may prevent NCR^−^ ILC3-mediated CD4^+^ T-cell proliferation, in particular by inhibition of costimulatory or induction of coinhibitory molecules.

ILC3s are mainly tissue-resident cells and therefore exposed to local signals coming from other immune cell subsets, soluble factors, metabolites, and microbial products^39^. Recently, a tissue-specific imprinting has been reported for group 2 ILCs^18^ and group 1 ILCs^40^. Furthermore, Nussbaum et al. showed that the tissue environment affects the expression of several surface markers, e.g., NKp46 and NK1.1, by total ILC3s in SP and SI and that the SI environment inhibits the capacity of ILC3s to reject IL-12 secreting melanomas^17^. Our study provides a comprehensive comparison of transcriptomic profiles of NCR^−^ ILC3s uncovering a tissue-specific signature responsible for Ag presentation and T-cell stimulation. We show that the ratio of NCR^−^ ILC3 subsets with and without APC functions depends on IFN-γ and microbe-induced IL-23.

The discovery that APC properties of ILC3s are controlled by IFN-γ and microbe-induced IL-23 has important implications for our understanding of immune regulation in the gut. While the SP provides cytokines promoting the differentiation of MHC II^+^ ILC3s that are efficient inducers of T-cell responses, our data extend the current model in which intestinal T-cell responses are limited by ILC3s. We propose that under steady-state conditions microbial commensals trigger constitutive IL-23 production by mononuclear cells and subsequently reduction of MHC II^+^ ILC3s in the SI. Altogether this might be essential to promote tissue protection and to prevent T-cell-dependent immune responses. Under chronic inflammatory conditions, however, intestinal ILC3s may promote pathogenic pro-inflammatory T-cell activation as previously suggested^35^. Therefore, tissue-specific alterations of the cytokine repertoire and microbial composition during infectious or inflammatory diseases should be considered as critical factors regulating ILC3-T-cell responses and disease outcome.

## Methods

### Antibodies

Fluorescent-labeled or biotin-conjugated antibodies (Abs) were purchased from BioLegend, eBioscience, Cell Signaling Technology, LI-COR Biosciences or BD Bioscience. The following Abs were used anti-CD3ε (145-2C11), anti-CD4 (RM4-5 or GK1.5), anti-CD8α (53-6.7), anti-CD11b (M1/70), anti-CD11c (N418), anti-CD19 (6D5), anti-CD45R (RA3-6B2, B220), anti-CD69 (H1.2F3), anti-CD74 (CLIP), anti-CD80 (16-10A1), anti-CD86 (GL1), anti-CD90.2 (Thy1.2, 30-H12), anti-CD117 (2B8), anti-Gr-1 (RB6-8C5, Ly-6G), anti-TCR-β (H57-597), anti-TCR-γδ (UC7-13D5), anti-TER-119 (TER-119), anti-MHC II (M5/114.15.2), anti-NKp46 (29A1.4), anti-NK1.1 (PK136), anti-KLRG1 (2F1), anti-Ea_52-68_ (ebioYAe), anti-p-STAT3 (Tyr705) (13A3-1), anti-RORγt (AFKJS-9 or B2D), anti-OX40L (RM134L), anti-IFN-γ (XMG1.2), anti-TNF (MP6-XT22), anti-IL-22 (1H8PWSR), anti-tubulin (DM1A), anti-p-S6 (Ser235/236) (2F9), anti-p-S6 (Ser235/236) (D57.2.2E), anti-p-mTOR (Ser2448) (MRRBY), anti-mouse IgG IRDye680, and anti-rabbit IgG IRDye800.

### Mice

Breeding and maintenance of SPF mice were performed in the animal facilities of the Department of Biomedicine (University of Basel, Switzerland) and the Institute for Pharmacology and Toxicology (University of Veterinary Medicine Vienna, Austria; license: BMWFW-68.205/0093-WF/V/3b/2015). Germ-free (GF) mice and gnotobiotic sDMDMm2 mice were bred at the Clean Mouse Facility (University of Bern, Switzerland). GF mice were kept in flexible-film isolators or in individually ventilated cages (IVC). Routine monitoring by culture-dependent and -independent methods was done to confirm GF status. Gnotobiotic sDMDMm2 mice were generated by oral and rectal inoculation with a mixture of 12 bacterial strains (see Table 1)^26,41^. All animal experiments were conducted according to the Swiss Veterinary Law and Institutional Guidelines and were approved by the Cantonal Veterinary Office Basel City. Male or female mice of 8-13 weeks of age were used in all experiments. For all experiments, age- and sex-matched experimental groups of mice were used. Mice were housed under pathogen-free conditions in individually ventilated cages in a 22 °C temperature-controlled room with 12-h light–12-h dark cycles and free access to food and water. Experimental and control mice were co-housed and euthanized by terminal CO_2_ inhalation.

Conventional *C57BL/6* mice (WT) were purchased from Janvier Labs (Saint Berthevin Cedex, France). The following transgenic mouse strains on *C57BL/6* background were used: OT-II T-cell receptor transgenic *(OT-II*^*tg*^*)* mice (kindly provided by Antonius Rolink, University of Basel, Switzerland)^42^, *Rag2*^*−/−*^ mice (kindly provided by Georg Hollaender, University of Basel, Switzerland and Jesus College Oxford, UK)^43^, *Rag1*^*−/−*^ mice, *RORc(γt)-Cre*^*tg*^ mice (kindly provided by Andreas Diefenbach, Charité, Berlin, Germany)^44^, *Rosa26R*^*eYFP/+*^ (purchased from The Jackson Laboratory, JAX: 006148)^45^, *Il23p19*^*−/−*^ mice (kindly provided by B. Becher, University of Zurich, Switzerland)^46^, *Rag2*^*−/−*^*Il2rg*^*−/−*^ mice (kindly provided by Joerg Kirberg, Paul-Ehrlich Institut, Langen, Germany)^47^, *Flt3L*^*tg*^ mice (kindly provided by Antonius Rolink, University of Basel, Switzerland)^48^, *Myd88*^*fl/fl*^ mice (purchased from The Jackson Laboratory, JAX: 008888)^49^, and *Ifng*^*−/−*^ mice (kindly provided by Markus Heim, University of Basel, Switzerland)^50^. *CD45.1*^*+*^ mice (purchased from The Jackson Laboratory, JAX: 002014) were bred to *Rag2*^*−/−*^ mice.

To generate *Rorγt*^*fm+*^ mice, *RORc(γt)-Cre*^*tg*^ mice were bred to *Rosa26R*^*eYFP/+*^ mice, as published before^44^. In addition, *Rorγt*^*fm+*^ mice were bred to *Rag2*^*−/−*^ mice to generate *Rorγt*^*fm+*^*Rag2*^*−/−*^ mice. *RORc(γt)-Cre*^*tg*^ mice were bred to *Rptor*^*fl/fl*^ mice (kindly provided by Michael N. Hall, University of Basel, Switzerland)^51^ and backcrossed to *Rag2*^*−/−*^ background to generate *Rptor*^*ILC3−/−*^ mice. *VAV1-Cre*^*tg*^ mice^52^ were bred to *Stat3*^*fl/fl*^ mice^53^ to generate *VAV1-Cre*^tg^*Stat3*^*fl/fl*^ mice. *RORc(γt)-Cre*^*tg*^ mice were bred to *Myd88*^*fl/fl*^ mice to generate *Myd88*^*ILC3−/−*^ mice.

### Isolation of cells

SP and SI cells were isolated as published before^14^. In brief, the SI was opened longitudinally, incubated with 30 mM EDTA in 1 x PBS and washed several times with 1 x PBS to remove feces and mucus. Tissue pieces were digested in DMEM (Thermo Fisher Scientific) containing 0.025 mg per mL DNase I (Sigma-Aldrich) and 1 mg per mL collagenase D (Sigma-Aldrich) for 15 min at 37 °C. Supernatant was collected after washing with DMEM. Digestion steps were repeated three times with remaining tissue. After digestion SI cells were purified by Percoll density gradient (40/80%) centrifugation. The SP was cut into pieces and digested as the SI with DMEM containing DNase I and Collagenase D in 4 steps, each 15 min at 37 °C. Afterwards erythrolysis was performed.

Bone marrow-derived dendritic cells (BMDCs) were generated as published before^14^. In brief, femur and tibia were crushed. After erythrolysis bone marrow cells were cultured with Fms-related tyrosine kinase 3 ligand (Flt3lg)^54^ (kindly provided by Antonius Rolink, University of Basel, Switzerland) for 7 days at 37 °C, 10% CO_2_.

*OT-II*^*tg*^ CD4^+^ T cells were isolated from secondary lymphoid organs as described elsewhere^14^. In brief, suspensions of SP and lymph nodes were generated and erythrolysis was performed. CD4^+^ cells were enriched with CD4 Microbeads (Miltenyi Biotec) according to manufacturer’s instructions. To obtain a pure CD4^+^ T-cell population, CD11c^−^CD4^+^ T cells were sort-purified after enrichment. Sorted CD4^+^ T cells were stained with 7.5 µM Carboxyfluorescein succinimidyl ester (CFSE, Molecular Probes) at room temperature (10 min) and used for Ag presentation assays.

### Flow cytometry and cell sorting

Flow cytometry and cell sorting were done according to standard protocols. Single-cell suspensions were incubated with anti-FcγRII/RIII (cell culture supernatant of hybridoma cells producing clone 2.4G2^55^ (kindly provided by Hans Acha-Orbea, University of Lausanne, Switzerland) and surface marker-specific Ab for 30 min on ice in 1 x PBS containing 3% FBS. Live/dead staining was done with the fixable viability dyes eFluor 450 (eBioscience) or Zombie Aqua^TM^ (BioLegend). For intracellular RORγt staining cells were fixed and permeabilized with the FoxP3 transcription factor staining buffer set (eBioscience) according to manufacturer’s instructions. Cytokine staining was done after fixation with PBS containing 4% paraformaldehyde for 10 min on ice. For staining of p-STAT3 (Tyr705), p-mTOR (Ser2448) or p-S6 (Ser235/236) cells were fixed in PBS containing 4% paraformaldehyde for 15 min at 37 °C directly after stimulation. Permeabilization was done with True-Phos™ Perm Buffer (BioLegend) according to manufacturer’s instructions. Afterward staining was done for 30 min on ice.

Annexin V staining was done with Annexin V APC (BD Biosciences) according to manufacturer’s instructions.

To isolate NCR^−^ ILC3s by cell sorting, SP and SI cells were stained with Abs specific for CD117, Thy1.2, KLRG1 and a lineage cocktail (lin) of Abs. Unless stated otherwise the following Abs were used for the lin cocktail: CD3ε, CD8α, CD11b, CD11c, CD19, B220, Gr-1, TCR-β, TCR-γ/δ, TER-119, NK1.1, and NKp46. To isolate MHC II^+^ cells, additional staining with MHC II Ab was done.

Data were acquired with FACS Canto II (BD Bioscience), LSR Fortessa (BD Bioscience), or CytoFLEX (Beckman Coulter’s). Sorting was done with a FACS Aria II (BD Bioscience). Diva Software (BD FACS Aria II, BD LSR Fortessa and BD FACS Canto II) and CytExpert Software (CytoFLEX, Beckman Coulter) were used for data collection. For analysis FlowJo (Tree Star) software was used.

### Culture and stimulation of ILC3s

Cell culture was performed in IMDM medium (IMDM powder, Sigma-Aldrich), containing 3.02 g per L NaHCO_3_ (Sigma-Aldrich), 1% Penicillin Streptomycin (Thermo Fisher Scientific), 1% Ciproxine Perfusion 0.2 g (Bayer), 0.1% Kanamycin (Sigma-Aldrich), 1% Insulin Transferrin Selenium (Thermo Fisher Scientific), 0.3% Primatone (Sigma-Aldrich), 1% MEM-NEAA (Thermo Fisher Scientific), 0.1% 2-mercaptoethanol (Thermo Fisher Scientific), and 5% FBS. Sort-purified SI ILC3s (CD117^+^lin^−^Thy1.2^+^KLRG1^−^) were cultured at 37 °C, 10% CO_2_ for 7 days with 5% supernatant of IL-2 secreting cell line X63Ag8.653^56^ (kindly provided by Antonius Rolink, University of Basel, Switzerland), IL-7 (30 ng per mL, Preprotech), SCF (20 ng per mL, Preprotech), 0.5 µg per mL Amphotericin B (Sigma-Aldrich), and 2% penicillin streptomycin solution (Thermo Fisher Scientific) in 24-well plates (0.5–1 × 10^6^ cells per well). Medium was replaced by IMDM medium without Amphotericin B the next day. To analyse in vitro downregulation of MHC II and CD74 ILC3s were exposed to 20 ng per mL IL-23 (eBioscience) for 7 days at 37 °C, 10% CO_2_ in addition to IL-2, IL-7, and SCF. Fresh IL-23 was added every 2–3 days.

For analysis of *Ciita* promoter usage, MHC II expression and T-cell stimulation capacity NCR^−^ ILC3s (CD117^+^lin^−^Thy1.2^+^KLRG1^−^) were sort-purified from the SI and incubated in 24-well plates (0.5–1 × 10^6^ cells per well) with 20 ng per mL IFN-γ (eBioscience) for 48 h or 120 h without additional cytokines at 37 °C, 10% CO_2_. Combined stimulation with IFN-γ (20 ng per mL) and IL-23 (20 ng per mL) was done for 120 h without additional cytokines at 37 °C, 10% CO_2_.

For phospho-flow staining sort-purified NCR^−^ ILC3s (CD117^+^lin^−^Thy1.2^+^KLRG1^−^) were stimulated for the indicated time points with or without IL-23 (20 ng per mL) or IL-1β (20 ng per mL) in IMDM medium. To analyse *Ciita* promoter usage or induction of OX40L, ILC3s (CD117^+^lin^−^Thy1.2^+^KLRG1^−^) were isolated from *Rag2*^*−/−*^ mice and stimulated for 18 h with IL-23 (20 ng per mL) or IL-1β (20 ng per mL) in IMDM medium.

### Antigen presentation assay

ILC3s or in vitro generated BMDCs were stimulated overnight with 20 ng per mL IL-1β (Biovison Inc.). Unless otherwise indicated 5 × 10^4^ ILC3s or BMDCs were cultured with 1.5 × 10^5^ CFSE-labeled *OT-II*^*tg*^ CD4^+^ T cells in the presence of Ova protein (100 µg per mL, Imject Ovalbumin, Thermo Fisher Scientific, Inc.) or Ova_323-339_ peptide (5 µg per mL, AnaSpec) or medium alone for 72 h at 37 °C, 10% CO_2_. T cells were gated as CD3ε^+^ or CD117^−^; cells.

### Eα-GFP assay

TOP10 *E. coli* bacteria were transformed with a plasmid (kindly provided by Marc Jenkins, University of Minnesota, USA) encoding His-tagged Eα-GFP^57^. After expansion and lysis of bacteria, the protein was purified with a nickel column (His-Select Nickel Affinity Gel, Sigma-Aldrich) according to manufacturer’s instructions. Purity was controlled by polyacrylamid gel electrophoresis.

To analyse processing of Eα-GFP sort-purified NCR^−^ ILC3s (CD117^+^lin^−^Thy1.2^+^KLRG1^−^) from SP and SI were incubated with 100 µg per mL Eα-GFP protein in 96-well plates for 72 h at 37 °C, 10% CO_2_. Surface presentation of Eα_52-68_ peptide was analyzed by flow cytometry with the YAe antibody (ebioYAe).

### Adoptive cell transfer

Lin^−^Thy1.2^+^eYFP^+^ ILC3s of SP and SI were isolated from *RORγt*^*fm+*^*Rag2*^*−/−*^ mice. 0.5–1 × 10^6^ SI ILC3s and 1–2 × 10^5^ SP ILC3s were intravenously (i.v.) injected into *Rag2*^*−/−*^*Il2rg*^*−/−*^ mice. Five weeks after transfer SP and SI cells were isolated and analyzed by flow cytometry. For short-term migration assays (7 days), total splenocytes or total SI lymphocytes from *Rorγt*^*fm+*^*Rag2*^*−/−*^ mice were isolated following our protocols described before and i.v. injected into *Rag2*^*−/−*^*Il2rg*^*−/−*^ mice (1 × 10^7^ SI cells or 5 × 10^7^ SP cells per mouse). Lin^−^Thy1.2^+^KLRG1^−^eYFP^+^MHC II^+^ and Lin^−^Thy1.2^+^KLRG1^−^CD45.1^+^MHC II^−^ ILC3s were sort-purified from the SI of *Rorγt*^*fm+*^*Rag2*^*−/−*^ and CD45.1^+^*Rag2*^*−/−*^ mice, respectively. 1–2 × 10^5^ MHC II^+^ and MHC II^−^ ILC3s were i.v. injected into *Rag2*^*−/−*^*Il2rg*^*−/−*^ mice in a ratio of ~1:1. Five weeks after transfer SP and SI cells were isolated and analyzed by flow cytometry.

### RNA sequencing

Cell suspensions were generated from SP and SI of *RORγt*^*fm+*^ mice. For T- and B-cell depletion of splenocytes 1 × 10^7^ cells per mL were stained with CD3ε-biotin and B220-biotin Abs for 15 min on ice in PBS containing 3% FBS. Afterward, cells were incubated with Streptavidin Microbeads (Miltenyi Biotec) for 15 min on ice and depleted according to manufacturer’s instructions. CD117^+^lin^−^Thy1.2^+^eYFP^+^ NCR^−^ ILC3s were sort-purified from SI and SP suspensions. RNA was isolated from 1–2 × 10^4^ SP ILC3s and 0.5–3 × 10^5^ SI ILC3s per sample with the PicoPure RNA isolation kit (Thermo Fisher Scientific) according to manufacturer’s instructions. For each sample biological triplicates were generated.

*Rag2*^*−/−*^ mice were used for RNA sequencing of cultured ILC3s. CD117^+^Thy1.2^+^lin^−^(CD3ε, CD8α, CD11b, CD11c, CD19, B220, Gr-1, TCR-β, TCR-γ/δ, TER119, NK1.1)KLRG1^−^ ILC3s were sort-purified from SI and cultured for 7 days, as described above. RNA was isolated from cultured SI ILC3s (ca. 1 × 10^5^ ILC3s per sample) and freshly isolated CD117^+^lin^−^Thy1.2^+^KLRG1^−^ ILC3s of SP (0.2–0.5 × 10^5^ ILC3s per sample) and SI (ca. 1 × 10^5^ ILC3s per sample) with the PicoPure RNA isolation kit (Thermo Fisher Scientific). For each sample biological replicates were generated. RNA sequencing and quality control were done by the genomics facility of the Friedrich Miescher Institute for Biomedical Research (Basel, Switzerland) using Hiseq 2500 system. Total RNA was amplified with NuGEN Ovation RNA Seq System V2. Library preparation was done with Illumina TruSeq DNA Nano kit, according to manufacturer’s instructions. Base calling and quality scoring were performed using RTA software (Real-Time Analysis).

Obtained single-end RNA-seq reads were mapped to the mouse genome assembly, version mm9 (downloaded from genome.ucsc.edu), with RNA-STAR (2.5.0c)^58^, with default parameters except for reporting for multi-mappers only one hit in the final alignment files (outFilterMultimapNmax=1) and filtering reads without evidence in spliced junction table (outFilterType=“BySJout”). Subsequent gene expression data analysis was done within the R software (R Foundation for Statistical Computing, Vienna, Austria). Raw reads and mapping quality was assessed by the qQCreport function from the R/Bioconductor software package QuasR (version 1.14.0)^59^.

Using RefSeq mRNA coordinates from UCSC (genome.ucsc.edu, downloaded in July 2013) and the qCount function from QuasR package, we quantified gene expression as the number of reads that started within any annotated exon of a gene. The differentially expressed genes were identified using the edgeR package (version 3.16.5)^60^. Pools of mice (indicated as a factor) were included as a covariate. Genes with a false discovery rate (FDR) smaller than 0.05 and minimum log2 (fold change) of 1.5 were considered as differentially expressed.

### qRT PCR

For RNA isolation, tissue samples from duodenum, jejunum and terminal ileum of the SI and the whole SP were directly frozen in TRIzol (TRI Reagent, Thermo Fisher Scientific) in liquid N_2_. Homogenization of tissue was done in microtubes containing Zirconia beads (BioSpec Products) using FastPrep-24 instrument (MP Biomedicals) for 1 min at 6.5 m/s. RNA was isolated according to manufacturer’s instructions (TRi Reagent, Thermo Fisher Scientific). Quality and concentration were measured with a Nanodrop 2000c (Thermo Fisher Scientific). RNA of duodenum, jejunum, and ileum was pooled afterward, unless otherwise indicated.

Synthesis of the first-strand cDNA was done with Oligo dT (Promega), dNTPs (Roche), random hexamers (Sigma-Aldrich), and Superscript III Reverse Transcriptase (Invitrogen) according to manufacturer’s instructions. Quantitative real-time PCR (qRT PCR) was done using Sensimix SYBR-Hi-Rox Kit (Bioline) on a Rotor-Gene RG 3000A (Corbett Research). The following primer were used: *Tbp* fw (GGCACCACCCCCTTGTACCCT), *Tbp* rv (ACGCAGTTGTCCGTGGCTCT), *Il12b* fw (TGGGAGTACCCTGACTCCTG), *Il12b* rv (AGGAACGCACCTTTCTGGTT), *Tnfsf4* fw (ACTCTCTTCCTCTCCGGCAAA), *Tnfsf4* rv (TTGCCCATCCTCACATCTGG), *Il23p19* fw (CACCAGCGGGACATATGAATCT), *Il23p19* rv (CACTGGATACGGGGCACATT), *Ifng* fw (CTGAGACAATGAACGCTACAC), and *Ifng* rv (TTTCTTCCACATCTATGCCAC).

Gene expression was normalized to the gene encoding TATA box binding protein (Tbp) using the comparative threshold cycle method (ΔC_T_).

To analyse the expression of *pI*, *pIII*, or *pIV* regulated *Ciita* mRNA isoforms qRT PCR was done. SI and SP NCR^*−*^ ILC3s (Thy1.2^+^lin^−^KLRG1^−^) were isolated from *Rag2*^*−/−*^ mice. RNA was isolated with the RNeasy Micro Kit (Qiagen) according to manufacturer’s instructions. Quality control was done with a Nanodrop 2000c. cDNA synthesis and qRT PCR were done as described above. The following primer were used: *Ciita pI* fw (CAGGGACCATGGAGACCATAGT), *Ciita pI* rv (CAGGTAGCTGCCCTCTGGAG), *Ciita pIII* fw (CTGCATCACTCTGCTCTCTAA)*, Ciita pIII* rv (GTCATAGAGGTGGTAGAGATGT), *Ciita pIV* fw (CATGCAGGCAGCACTCAGAA), and *Ciita pIV* rv (GGGTCGGCATCACTGTTAAGG). Rotor-Gene software (Corbett Research) was used for data collection and analysis.

### In-Cell Western

Sort-purified lin^*−*^CD90.2^+^KLRG1^−^SI LC3s from *Flt3*^*tg*^ were cultured 48 h with or without 20 ng per mL IL-23 in the presence or absence of rapamycin (10 or 100 nM). After stimulation, the cells were fixed in PBS containing 3.75% paraformaldehyde for 30 min at room temperature and washed twice with 1% BSA in PBS. Then, cells were permeabilized for 30 min with 0.1% Triton X100 in 1% BSA/PBS and washed once. After blocking with 1% goat serum in 1% BSA/PBS, cells were incubated overnight with primary mouse α-tubulin (Sigma-Aldrich) and rabbit α-p-S6 Ser235/236 (Cell Signaling Technology) Abs. Finally, cells were washed three times with 0.1% Triton X100 in 1% BSA/PBS, incubated for 1 h with secondary goat α-mouse IgG IRDye680 (LI-COR Biosciences) and goat α-rabbit IgG IRDye800 (LI-COR Biosciences) Abs and washed five times with 0.1% Triton X100 in 1% BSA/PBS. Before scanning the cells with the Odyssey CLx Infrared Scanning System (LI-COR Biosciences), all supernatant was removed. Image Studio Software (LI-COR) using Odyssey CLx Infrared Scanning System (LI-COR Biosciences) was used for data collection.

### Statistical analysis

GraphPad Prism 7 (GraphPad Software, Inc., La Jolla, CA, USA) was used to calculate *P* values with one-way ANOVA, Mann–Whitney test or two-tailed Student’s *t* test with a 95% confidence interval, as outlined in each figure legend. In some experiments pools of mice were used for in vitro assays. Statistical analysis for these experiments was done with mixed-effects models (random effect: pool of mice, fixed effect: treatment, mouse strain or organ) and lmerTest package of R software with a Satterthwaite approximation^61^. For multiple comparisons with mixed effect models *P* values have been adjusted with Benjamini–Hochberg procedure.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Sequencing data reported in this paper is accessible with the following accession code: GSE114751 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114751). Data bases used in this study are accessible at UCSC Genome Browser (http://hgdownload.soe.ucsc.edu/goldenPath/mm9/bigZips/, http://hgdownload.soe.ucsc.edu/goldenPath/mm9/database/). The data underlying Figs. 1e, 2a–d, 3a, b, 4c–e, 5a–g, 6a–d, 7a–f and Supplementary Figs. 2c, d, g, h, 3a, b, e, 4a, b, 5a, g, 6b, c, 7a–c and 8a, b are provided as a Source Data File.

## Source Data

Source Data

## Code availability

Data analyses codes have been published before and are available from the corresponding author on request^58–60^.

How the deposited data were processed for this re-analysis (not part of the article)

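RNA sequencing counts of ILC3s from *Rag2*-/- mice were analyzed in 8 libraries, 3 of SP ILC3s ex vivo, 3 of SI ILC3s ex vivo and 2 of SI ILC3s cultured for 7 days. The deposited table holds raw counts per gene, made by the authors with QuasR 1.14.0 from reads mapped with STAR 2.5.0c to mm9 (outFilterMultimapNmax set to 1) and the RefSeq annotation of 2013, and the values were checked to be whole numbers without normalization. The libraries were amplified before sequencing on a HiSeq 2500, so that detection floors cover counting error only. The authors tested differences with edgeR 3.16.5, and the paper's text does not name the test within edgeR, the strand setting of the counting or the transformation behind the PCA. Symbols were found for 23334 of the 23427 gene identifiers, 93 are given by number, and mm9 coordinates were found for 21800 genes in GENCODE.
Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr on the 3 groups, which kept 14059, library sizes were scaled by TMM, and a quasi-likelihood fit to all 8 libraries held the group and the replicate letter as a block. P-values were adjusted by Benjamini-Hochberg over the genes tested. Standard errors were computed as the size of the log2 fold change over the square root of the F statistic of this test. They thus include the spread between libraries. The TMM factors ran from 0.4102 to 1.461. Log2 CPM were computed with a prior count of 2 and used for the PCA, with genes centered and not scaled, and for Euclidean distances. A count of 3 per library, taken as the detection floor, corresponds to 0.0523 CPM in a cultured library and up to 0.3635 CPM in an SI ex vivo library. Folds against a group without counts are lower bounds at this floor, and do not cover transcripts lost before sequencing. The common biological coefficient of variation was 0.972, and correlations of log2 CPM within a group ran from 0.929 to 0.951 for SP, from 0.726 to 0.776 for SI ex vivo and 0.957 for cultured libraries.
Gene lists, 32 in all, were written in advance from general knowledge, for antigen presentation, ILC identity and cytokines, signaling, metabolism, stress and markers of other cell types. Each was tested in the 3 comparisons by the number of members with an adjusted p under 0.05, by camera from limma 3.58.1 with a preset correlation of 0.01 and with an estimated correlation, and by fry, which asks whether the genes of a list move one way on balance. Genes were named by a rule set in advance. It takes, in each comparison, up to 10 genes higher and 10 lower with the smallest p among those called whose libraries do not overlap, every gene named in the paper's text or in Fig. 4b, and for each list up to 4 members past the threshold with the highest mean log2 CPM, or 2 members where fewer than 2 pass. Exceptions are marked in the text as chosen after their values were seen.
The alternatives were RLE and upper quartile scaling, no filter, a filter of at least 1 CPM in at least 2 libraries, DESeq2 1.42.0, edgeR's likelihood ratio test, limma voom with sample quality weights, no replicate letter, only the libraries of the groups compared, and each library left out in turn. For the PCA and distances they were scaled genes, no filter, the 500 genes with the largest variance, prior counts of 0.5 and 10, and RLE. Added after the values were seen were fits of only the groups compared without the replicate letter, and of SI ex vivo library A as the only SI ex vivo library.
The test was run on simulated data with this design and the shared spread of these libraries. Of genes changed by 5 on the log2 scale, 41% were recovered for SP against SI ILC3s ex vivo, 36% for cultured against ex vivo SI ILC3s and 27% for cultured SI against SP ILC3s, and of genes changed by 3, 16%, 4% and 5%. False calls numbered 0, 2 and 0 among at least 13682 genes. With the spread of each group simulated on its own, at most 2% were recovered with the replicate letter in the fit. Without the letter, 16% of genes changed by 5 and 4% of genes changed by 3 were recovered for cultured against ex vivo SI ILC3s. For SP against SI ILC3s ex vivo it was at most 3%, and for cultured SI against SP ILC3s at most 1%. Figures were drawn with matplotlib 3.10.9 from tables made with pandas 2.3.3 and numpy 2.4.6.
The RNA sequencing of Fig. 1, from *Rorγt* fm+ mice, is not among the files and was left out. *Il12b* was left out by the expression filter, and *Ciita* has no coordinates in the annotation used.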

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

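The rule behind the following results, for gene lists outside those the study discusses that differed from SI ILC3s ex vivo, was chosen after the values were seen. It asks for an adjusted p under 0.05 from camera and at least 2 members past the threshold, with or without the replicate letter. With an estimated correlation in place of the preset one, no list passed with the replicate letter in the fit (smallest adjusted p = 0.339 with an estimated correlation for SP and 0.198 for cultured SI ILC3s). Without the letter, the immediate early and the NF-kB list passed after culture (adjusted p = 0.0271 with an estimated correlation for each) and none passed in SP ILC3s (smallest 0.147). In cultured SI against SP ILC3s, 7 of 32 lists passed in this way, and none with the letter (smallest adjusted p = 0.0929 with an estimated correlation).
Lists of markers of other blood cells lay higher in SP than in SI ILC3s ex vivo. Of 13 neutrophil markers tested, none passed alone in edgeR, 12 were higher at an unadjusted p under 0.05, 11 when adjusted over the list alone and 10 without the replicate letter (camera adjusted p = 4.15e-05, and adjusted p = 0.378 with an estimated correlation). *Ngp*, a protein of neutrophil granules, had 23.2, 24.6 and 134 CPM in the SP libraries and no count in the SI ex vivo libraries. At a floor of 3 counts per library, it was at least 263-fold higher in SP (adjusted p = 0.0707 from edgeR, 0.0169 without the replicate letter). This bound does not cover transcripts lost before sequencing. *Mpo* had 12.8, 22.6 and 57.9 CPM in SP and at most 0.91 CPM in SI libraries. Of 14 erythroid markers, none passed alone in edgeR, with 12 higher and 1 lower at an unadjusted p under 0.05, 12 higher and 1 lower when adjusted over the list alone and 11 higher and 1 lower without the replicate letter (camera adjusted p = 4.15e-05, and adjusted p = 0.339 with an estimated correlation). The lower gene was *Car2*, at 387, 354 and 375 CPM in SP against 799, 2055 and 1908 CPM in SI libraries, while *Hbb-b1*, chosen after its values were seen, had 18.3, 12.6 and 10.6 CPM in SP and no count in SI libraries.
Macrophage and monocyte markers (16 tested) had none passing alone in edgeR, with 8 higher at an unadjusted p under 0.05, 4 when adjusted over the list alone and 6 without the replicate letter (camera adjusted p = 0.00416, and adjusted p = 0.339 with an estimated correlation). Dendritic cell markers (12 tested) had none passing, with 8 higher at an unadjusted p under 0.05 and 6 both when adjusted over the list alone and without the replicate letter (camera adjusted p = 0.0171, and adjusted p = 0.362 with an estimated correlation). Of their most abundant members, *Lyz2* lay at 52.6, 59.6 and 149 CPM in SP and 0.0364, 17.0 and 32.1 CPM in SI libraries (adjusted p = 0.26 from edgeR), and *Xcr1* at 11.1, 13.0 and 20.9 CPM in SP and 195, 10.2 and 285 CPM in SI libraries (adjusted p = 0.192), and neither passed. Of 10 progenitor markers, 1 was higher, *Myb*, with 64.6, 153 and 121 CPM in SP and at most 0.606 CPM in SI libraries (camera adjusted p = 0.00938, and adjusted p = 0.353 with an estimated correlation). Erythroid and progenitor lists also lay lower in cultured SI than in SP ILC3s (camera adjusted p = 1.44e-15 and 8.5e-05, and adjusted p = 0.117 and 0.134 with an estimated correlation, or 0.016 and 0.0758 without the replicate letter). In that comparison no member passed in edgeR with all libraries, with or without the letter, and at an unadjusted p under 0.05 there were 10 lower erythroid, 4 progenitor, 9 neutrophil, 8 macrophage and 2 dendritic cell markers. The sort left out cells with CD11b, CD11c, Gr-1 or TER119, and whether these transcripts come from other cells was not tested.
By camera, lists of activation genes lay lower in SP and in cultured than in ex vivo SI ILC3s, where all genes had median log2 fold changes of 1.36 and 0.94. Of 24 immediate early and heat shock genes, 1, *Dusp1*, was lower in SP than in SI ILC3s ex vivo, with 3 lower when adjusted over the list alone (camera adjusted p = 0.000583, adjusted p = 0.339 with an estimated correlation, and fry adjusted p = 0.0989). At an unadjusted p under 0.05, 3 were higher and 7 lower there. After culture the camera adjusted p for this list was 9.02e-15 (adjusted p = 0.198 with an estimated correlation). Of 18 genes of the NF-kB and TNF response, 3 were lower in SP, *Tnfaip3*, *Nfkb1* and *Cxcl2*, with 7 lower when adjusted over the list alone (camera adjusted p = 0.00231, adjusted p = 0.339 with an estimated correlation, and fry adjusted p = 0.000888). There 8 log2 fold changes were positive and 10 negative. After culture the camera adjusted p was 3.28e-07 (adjusted p = 0.198 with an estimated correlation). Both lists also lay lower in cultured SI than in SP ILC3s (camera adjusted p = 4.9e-14 and 1.07e-05, and adjusted p = 0.0929 with an estimated correlation for each, or 0.016 without the replicate letter). The list of 15 genes of MHC class I presentation, 8 of them with a negative log2 fold change, also lay lower in SP (camera adjusted p = 0.0307, and adjusted p = 0.339 with an estimated correlation).
The list of cell cycle genes lay higher after culture. None of 30 passed alone in edgeR, with 13 higher at an unadjusted p under 0.05, 10 when adjusted over the list alone and 8 without the replicate letter (camera adjusted p = 0.00311, and adjusted p = 0.515 with an estimated correlation). The median log2 fold change was 3.18 after culture and 3.13 in SP against SI ILC3s ex vivo. In SP, 13 were also higher at an unadjusted p under 0.05 (camera adjusted p = 0.0644, and fry adjusted p = 0.00789). The difference from SI ILC3s ex vivo was thus not particular to culture. *Mki67*, among the most abundant, had 231, 124 and 1578 CPM in the SI ex vivo and 804 and 978 CPM in the cultured libraries (adjusted p = 0.573 from edgeR).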

How the results depend on the processing

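The cause of the following changes was not tested unless one is named. The fits of only the groups compared without the replicate letter, and of SI ex vivo library A as the only SI ex vivo library, were chosen after the values were seen.
For SP against SI ILC3s ex vivo, 191 genes were called. The count was 29 with RLE size factors, 110 with the upper quartile, 321 with no filter, 4583 with DESeq2, 3673 with edgeR's likelihood ratio test, 3128 with limma voom, 2430 with no replicate block, 429 with only the 2 groups and the block, 1764 with only the 2 groups and no block, and 4905 with SI library A alone. For cultured against ex vivo SI ILC3s, where 95 were called, these counts were 14, 55, 188, 3041, 2550, 2582, 1564, 408, 0 and 4986. For cultured SI against SP ILC3s, where 5 were called, they were 0, 0, 16, 413, 399, 1846, 17, 1201 and 1573, without the last fit, and 0 with at least 1 CPM in at least 2 libraries. Calls shared by both comparisons with SI ILC3s numbered 59, and 4, 30, 126, 2541, 2044, 1977, 1335, 211, 0 and 3750 in the same order as for SP against SI ILC3s. Most calls were lower than SI ILC3s ex vivo with the block and higher without it (1565 of 2430 and 950 of 1564), and with DESeq2, the likelihood ratio test and limma voom. Leaving out the fold change limit left the counts of 191, 95 and 5 as they were, and was not tried under the other settings.
Leaving out 1 library gave 0 to 427 calls for SP against SI ILC3s (0 without SP replicate B or any of the SI ex vivo replicates), 0 to 276 for cultured against ex vivo SI ILC3s (0 without SP replicate B or SI ex vivo replicates A or C), 0 to 37 for cultured SI against SP ILC3s (0 without SP replicate B or any of the SI ex vivo replicates) and 0 to 155 shared calls. With SP or SI ex vivo replicate B left out, the block fits the other B library exactly, so that neither informs the comparison. The B library is also fitted exactly where only the cultured group and 1 other group enter with the block.
MHC II molecules and chaperones called higher after culture, 0 of 10 with edgeR's quasi-likelihood test, were 3 with DESeq2, 4 with the likelihood ratio test, 3 with limma voom, 3 with no replicate block, 4 adjusted over the list alone, 5 with SI library A alone, 0 with only the 2 groups with or without the block, and 0 to 1 with 1 library left out (1 without SP replicate A). Called lower than in SP ILC3s, also 0, were 2 with DESeq2, 2 with the likelihood ratio test, 6 with limma voom, 6 with only the 2 groups and the block, 7 with only the 2 groups and no block, and 0 with any library left out. Called higher in SP than in SI ILC3s, where *Cd74* passed, were 0 with RLE, 9 with DESeq2, 9 with the likelihood ratio test, 5 with limma voom, 8 with no replicate block, 8 with only the 2 groups and no block, 9 with SI library A alone, 9 adjusted over the list alone and 0 to 1 with 1 library left out (0 without SP replicate B or any of the SI ex vivo replicates).
Of 96 list tests, 35 passed, 0 with an estimated correlation, 48 with fry and 36 with no replicate block. With an estimated correlation and no replicate block, 0 passed for SP against SI ILC3s, 2 for cultured against ex vivo SI ILC3s and 7 for cultured SI against SP ILC3s. The first principal component held 47.86% with scaled genes, 53.3% with no filter, 42.28% with both, 71.22% with the 500 genes of largest variance, 56.28% and 52.85% with prior counts of 0.5 and 10, 54.57% with RLE and 54.6% to 62.83% with 1 library left out. The ratio of distances, 2.05, was 1.98, 1.95, 1.62, 1.84, 2.05, 2.09 and 2.05 under these settings and 1.87 to 2.32 with 1 library left out, and stayed above 1 in each.
Of 101 log2 fold changes of named genes, 65 passed. Over the alternatives, 1397 values kept direction and side of the threshold, 351 no longer passed, 144 passed in addition and 9 changed sign, all in cultured against ex vivo SI ILC3s and for genes that did not pass. *H2-Aa* turned to -0.37 with no replicate block, -0.25 without SI ex vivo replicate C and -0.38 with only the 2 groups and no block. With 1 library left out it ran from -0.245 to 1.795. *H2-Eb1* turned to -0.27 without SI ex vivo replicate C, -0.957 without cultured replicate C and -0.018 with SI library A alone, and ran from -0.957 to 2.109 with 1 library left out. *Cd4* turned to -0.002 with only the 2 groups and the block and -0.198 without cultured replicate C, running from -0.198 to 0.464 with 1 library left out, and *Creb1* turned to 0.032 with the upper quartile. The upper quartile moved the median log2 fold change of all genes by 0.23 for SP and 0.275 for cultured against ex vivo SI ILC3s, and no replicate block by -0.485 and -0.348.
Replicate letters were checked for a shared deviation from the group mean. Correlations of these deviations ran from -0.02 to 0.0606 over 7 pairs of libraries with the same letter and from -0.0606 to 0.0587 over pairs with different letters, and 0 libraries matched their own letter best in every other group. The libraries share a letter, and a shared pool of mice was not seen in the counts. Depth sets a floor of 0.0523 to 0.3635 CPM per library, so that a gene such as *H2-DMb2*, at 0.548 CPM in SP ILC3s and without a count in SI ILC3s ex vivo, allows only a small lower bound of its fold.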

Differences from the paper's values

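The paper states that transcripts of MHC II antigen presentation rise in SI ILC3s after culture. Of the 16 genes of Fig. 4b, 14 had a positive log2 fold change in culture (11 without the replicate letter, and a median of 0.94 over all genes tested) and none passed an adjusted p of 0.05, the limit in the paper's methods, with edgeR's quasi-likelihood test. The paper's text does not name the test within edgeR. Its Fig. 4c shows more MHC II protein after culture, which was not measured here. The fit without the replicate letter, set before the data were examined, called 3 of the 16 higher. Calls of the other alternatives were not counted over the 16, but over the MHC II molecules and chaperones. Over the 10 MHC II molecules and chaperones, 4 were higher at an unadjusted p under 0.05 from edgeR. As a list they passed by fry (adjusted p = 0.0235) and not by camera (adjusted p = 0.278). DESeq2 and limma voom called *H2-DMa*, *H2-DMb1* and *H2-Oa*, the likelihood ratio test called these and *Cd74*, the adjustment over the list alone called 4 genes, and leaving out SP replicate A called *Cd74*. The fit with SI ex vivo library A as the only SI ex vivo library, chosen after seeing the values, called 5, *Cd74*, *H2-Aa*, *H2-DMa*, *H2-DMb1* and *H2-Oa*, and left out the other 5 of these 10 genes.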

Other observations

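The tests of sequencing depth and of a few genes taking most of the counts were chosen after the result was seen.
Genes the paper names in the comparison of Fig. 1, which used other mice, were also measured in SP and SI ILC3s of *Rag2*-/- mice. *Il22* (log2 fold change -4.22, standard error 0.41, adjusted p = 0.0127 from edgeR) and *Epas1* (log2 fold change -5.35, standard error 0.58, adjusted p = 0.013) were lower in SP ILC3s. *Csf2*, which encodes GM-CSF, was also lower (log2 fold change -4.79, adjusted p = 0.0461 from edgeR). The 9 ILC3 effector cytokines had 2 lower and none higher (camera adjusted p = 0.00372, and adjusted p = 0.339 with an estimated correlation). *Arnt2* had a log2 fold change of 9.69 (adjusted p = 0.0711 from edgeR), *Runx1t1* of 5.58 (adjusted p = 0.113, 0.0384 without the replicate letter) and *Il17a* of -6.78 (adjusted p = 0.113, 0.0361 without the letter), and these did not pass.
Of 16 genes of tissue residency, homing and egress, 4 were lower in SP than in SI ILC3s ex vivo and none was higher, with 10 higher and 4 lower when adjusted over the list alone (camera adjusted p = 0.941). They were *Cd69*, which retains lymphocytes in tissue (log2 fold change -2.98, adjusted p = 0.0382 from edgeR), the gut homing receptor gene *Ccr9* (log2 fold change -3.46, adjusted p = 0.0382), *Cxcr6* (log2 fold change -2.39, adjusted p = 0.0467) and *Rgs1*. *Rgs1* alone of the list fell in culture (camera adjusted p = 0.457). Without the replicate letter, 5 were higher and 4 lower in SP, and 3 fell in culture. Of 20 genes of the hypoxia response, 2 were lower in SP (camera adjusted p = 0.0644), *Epas1* and *Hk2*, and 3 fell in culture (camera adjusted p = 0.178), *Epas1*, *Hk2* and *Vegfa*. Of 18 genes of glycolysis, 2 were lower in SP, *Hk2* and *Pfkp* (camera adjusted p = 0.946), and *Hk2* fell in culture (camera adjusted p = 0.647). Without the letter, 1 hypoxia gene was higher and 5 lower in each comparison, and 2 glycolysis genes were higher and 2 lower in each.
None of 23 genes of the IFN-gamma response passed in edgeR with the replicate letter, while without it 4 were lower in SP than in SI ILC3s ex vivo and 1 was higher after culture. In SP against SI ILC3s ex vivo 1 was higher and 5 were lower at an unadjusted p under 0.05 (camera adjusted p = 0.00938, lower, adjusted p = 0.339 with an estimated correlation, and fry adjusted p = 0.11). There 9 log2 fold changes were positive and 14 negative, with a median of -0.105 against 1.36 over all genes. The list thus lay lower than other genes while moving little itself. In cultured SI against SP ILC3s 6 were higher and 1 was lower at an unadjusted p under 0.05 (camera adjusted p = 8.25e-06, higher, and adjusted p = 0.0929 with an estimated correlation, or 0.0178 without the replicate letter). Of 23 genes of the type I IFN response, 1 was lower in SP than in SI ILC3s ex vivo, *Oasl2*, named after its value was seen (camera adjusted p = 0.666), and none passed in culture (3 higher and 2 lower at an unadjusted p under 0.05, camera adjusted p = 0.843). Without the letter, 3 were higher and 3 lower in SP, and 2 higher and 1 lower after culture.
In SP against SI ILC3s ex vivo, 1 gene each passed with the replicate letter in the lists of ILC3 identity (*Cd4*, higher, camera adjusted p = 0.451), ILC2 markers (*Rora*, lower, in a list with 10 of 13 log2 fold changes positive, a median of 5.44, or 3.02 with bounds, and camera adjusted p = 0.267 toward higher), the AHR and retinoic acid response (*Ahrr*, lower, 0.941), T cell markers (*Cd28*, higher, 0.953) and cholesterol synthesis (*Sqle*, lower, 0.365), of which *Ahrr*, *Cd28* and *Sqle* were named after their values were seen. Adjusted over the list alone, 7 ILC2 markers were higher and 2 lower. Without the letter, the genes higher and lower were 3 and 3 for ILC3 identity, 6 and 2 for ILC2 markers, 3 and 3 for the AHR list, 2 and 2 for T cell markers, and 3 and 2 for cholesterol synthesis. In culture 1 T cell marker fell, *Ctla4* (camera adjusted p = 0.589), and none of the others in these lists passed (camera adjusted p = 0.393 for ILC3 identity, 0.647 for ILC2 markers, 0.766 for the AHR list and 0.737 for cholesterol synthesis). At an unadjusted p under 0.05 in culture, 3 genes were higher and 4 lower for ILC3 identity, 3 and 3 for ILC2 markers, 5 and 0 for the AHR list, and 3 and 1 for cholesterol synthesis. Without the letter they were 1 and 4, 2 and 2, 1 and 0, and 3 and 0, and 1 and 1 for T cell markers.
With the replicate letter, no gene passed in edgeR in SP or in cultured against ex vivo SI ILC3s in the lists of ATF4 targets (camera adjusted p = 0.941 and 0.766), Notch (0.941 and 0.0544), STAT5 targets (0.393 and 0.252), B cell (0.953 and 0.589), epithelial (0.113 and 0.0318), mast cell and basophil (0.366 and 0.618), and stromal and endothelial markers (0.941 and 0.171). The epithelial list, lower in culture, had adjusted p = 0.515 with an estimated correlation. At an unadjusted p under 0.05, the genes higher and lower in SP were 2 and 3 for ATF4 targets, 3 and 1 for Notch, 3 and 2 for STAT5 targets, 2 and 1 for B cell, 1 and 2 for epithelial, 4 and 0 for mast cell, and 3 and 0 for stromal markers. In culture they were 2 and 3, 1 and 3, 1 and 3, 0 and 0, 0 and 3, 0 and 0, and 1 and 2. Without the letter, the genes that passed were 2 and 3, 2 and 0, 1 and 2, 1 and 1, 0 and 1, 2 and 0, and 1 and 0 in SP, and 1 and 3, 1 and 3, 1 and 3, 0 and 0, 0 and 1, 0 and 0, and 0 and 0 in culture. In cultured SI against SP ILC3s, camera also placed lower the lists of ILC2 (adjusted p = 8.12e-06), mast cell (0.000345), stromal (0.00675) and T cell markers (0.046), Notch (0.000208) and tissue residency (0.0209), and higher those of cholesterol synthesis (0.00132) and the cell cycle (0.00675). None of these passed with an estimated correlation (smallest adjusted p = 0.0929 with an estimated correlation), while ILC2 (0.0178) and mast cell markers (0.0439) did without the replicate letter. Calls of DESeq2 and limma voom were not counted over these lists.
SI ILC3s ex vivo gave libraries with fewer detected genes than the others and with wide distances between them. At equal totals the most genes detected in an SI ex vivo library were 12407, against at least 14391 in the others, which argues against sequencing depth as the cause. Without the 100 highest genes of each library the numbers were 12232 and at least 14214, which argues against a few genes taking most of the counts. Fewer starting molecules stay open. Of 2000 genes stable in SP and cultured libraries, the share with no count was 2% in the median SI ex vivo library, between the 1% and 5% named in advance, and 32 of them had no count in 1 SI ex vivo library and at least 16 CPM in another. The paper's methods give more cells per sample for SI than for SP ILC3s, which does not say how many RNA molecules were recovered. A difference between the tissues also stays open and was not tested.
Cultured libraries lay closer to SP than to SI ex vivo libraries after the spread within groups was taken out. The corrected ratio of distances was 1.81 with all libraries and at least 1.61 with an SI ex vivo library left out. Variance around the group means thus does not account for the whole ratio. The correction leaves in a shift of the SI ex vivo mean, as a loss of transcripts in these libraries would give. After it, the SI ex vivo group lay 304.1 from the cultured and 306.1 from the SP group. Whether such a loss accounts for the ratio was not tested. A loss of transcripts in the SI ex vivo libraries was weighed for the MHC II genes. For SP against SI ILC3s ex vivo the median log2 difference of the list, 4.53, lay at percentile 99.98 of 10000 random lists of the same level in SP (median 1.16, from -0.63 to 3.18). Random genes were drawn singly, whereas the genes of the list varied together (estimated correlation 0.157). The random range may thus be too narrow, and the percentile does not decide against such a loss. For cultured against ex vivo SI ILC3s it was 1.60, at percentile 88.4 (median 0.48, from -0.68 to 2.31), so that a loss of transcripts of this abundance in the SI ex vivo libraries may account for this difference. Regulation by the tissue stays open beside it and was not tested.
Of the 10 splits of the ex vivo libraries into groups of 3, 1 gave as many calls as the real split, the real split itself, with 191 genes against at most 3 in the others. These splits are too few for a share under 0.05.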
